# DNA repair factor KAT5 prevents ischemic acute kidney injury through glomerular filtration regulation

**DOI:** 10.1016/j.isci.2021.103436

**Published:** 2021-11-14

**Authors:** Akihito Hishikawa, Kaori Hayashi, Akiko Kubo, Kazutoshi Miyashita, Akinori Hashiguchi, Kenichiro Kinouchi, Norifumi Yoshimoto, Ran Nakamichi, Riki Akashio, Erina Sugita, Tatsuhiko Azegami, Toshiaki Monkawa, Makoto Suematsu, Hiroshi Itoh

**Keywords:** Pathophysiology, Cell biology

## Abstract

The “preconditioning effect” in AKI is a phenomenon in which an episode of ischemia-reperfusion results in tolerance to subsequent ischemia-reperfusion injury. However, its relationship between DNA damage repair has not been elucidated. Here, we show the role of KAT5 in the preconditioning effect. Preconditioning attenuated DNA damage in proximal tubular cells with elevated KAT5 expression. Ischemia-reperfusion (IR) injuries were exacerbated, and preconditioning effect vanished in proximal tubular-cell-specific KAT5 knockout mice. Investigation of tubuloglomerular feedback (TGF) by MALDI-IMS and urinary adenosine revealed that preconditioning caused attenuated TGF at least in part via KAT5. In addition, K-Cl cotransporter 3 (KCC3) expression decreased in damaged proximal tubular cells, which may be involved in accelerated TGF following IR. Furthermore, KAT5 induced KCC3 expression by maintaining chromatin accessibility and binding to the KCC3 promoter. These results suggest a novel mechanism of the preconditioning effect mediated by the promotion of DNA repair and attenuation of TGF through KAT5.

## Highlights

• KAT5-mediated DNA damage repair acts against ischemia-reperfusion (IR) injuries
• K-Cl cotransporter3 (KCC3) expression is decreased in damaged proximal tubular cells
• Decreased KCC3 may lead to AKI via acceleration of tubuloglomerular feedback
• KAT5 induces KCC3 expression through an epigenetic mechanism

## Introduction

The concept of the “memory effect,” the persistent effects of transient treatments or insults on disease progression and complications for longer periods, has been recognized in large clinical trials of diabetes (Diabetes Control and Complications Trial/Epidemiology of Diabetes Interventions and Complications Research Group et al., 2000; Nathan et al., 2003, 2005). The existence of memory effects has also been suggested in hypertension and atherosclerosis (Itoh et al., 2018). One of the possible mechanisms of the memory effect is epigenetic changes, including altered DNA methylation (Chen et al., 2016, 2020; Kato and Natarajan, 2019). These epigenetic memories stored in the kidney were suggested in human studies (Gluck et al., 2019; Park et al., 2019) and investigated in animal models, including ours (Hayashi et al., 2014, 2015).

Acute kidney injury (AKI) is a worldwide public health problem associated with not only acute hospital mortality but also an increased risk of chronic kidney disease (CKD) and long-term mortality (Coca et al., 2009, 2012). After recovery from AKI, several memory effects have been described previously. One is the “preconditioning effect” (Kapitsinou and Haase, 2015; Wever et al., 2012; Zager, 2013), which is considered to be a renoprotective memory of the relatively short term, and the other is an increased risk of CKD after recovery of AKI, which is a detrimental memory of the chronic phase (Bonventre and Yang, 2011; Zager, 2013). The preconditioning effect is mainly reported in ischemic AKI in which an episode of ischemia-reperfusion results in tolerance to subsequent ischemia-reperfusion injury and may also feasibly prevent AKI after surgery in humans (Zarbock et al., 2015; Zuk and Bonventre, 2015). However, the precise mechanism has not been adequately elucidated.

Recently, we demonstrated the association of DNA damage repair with altered DNA methylation in kidney podocytes (Hishikawa et al., 2019). The DNA repair system is essential for maintaining genome integrity, and a recent report has suggested that it plays a central role in recovery and longevity following AKI (Kishi et al., 2019); therefore, it is of great interest whether DNA repair and associated epigenetic changes may be involved in the formation of an AKI memory, that is, the preconditioning effect.

We have recently reported that KAT5 plays a key role in DNA damage repair and is essential for maintaining healthy podocytes (Hishikawa et al., 2019). KAT5 is a histone acetyltransferase implicated in transcriptional control and DNA double-strand break repair through the acetylation of ataxia telangiectasia mutated (ATM), histone H4, and H2AX (Berkovich et al., 2007; Cann and Dellaire, 2011; Wu et al., 2007). Here, we report that KAT5 in proximal tubular (PT) cells mediates the AKI preconditioning effect through promotion of DNA repair and protection of PT cells. Furthermore, KAT5 is involved in the regulation of tubuloglomerular feedback (TGF) through epigenetic regulation of K-Cl cotransporter 3 (KCC3) in PT cells, in addition to a role in DNA DSB repair.

## Results

### Ischemic preconditioning causes an increase in KAT5 expression and attenuates DNA damage in proximal tubular cells

To examine the impact of ischemic preconditioning on renal function, an experimental IR model in mice was used by clamping the bilateral renal arteries for 30 min followed by reperfusion. Ischemic preconditioning was performed in the same manner one week prior to IR injury (Figure 1A). Elevated serum creatinine (Cr), urea nitrogen (UN), and the expression of kidney injury molecule-1 (KIM-1) and neutrophil-gelatinase-associated lipocalin (NGAL) in the kidney cortex observed at 24 h after IR injury were attenuated by ischemic preconditioning (IR1d versus IR 1w + IR 1d) (Figures 1B and 1C). The level of γH2AX, a DNA double-strand break (DSB) marker, was significantly elevated 24 h after IR injury in AQP1-positive proximal tubular cells by immunofluorescence staining (control versus IR 1d) (Figure 1D). On the other hand, DNA DSBs and tubular injury scores were not additionally increased following IR injury with preconditioning (IR 1w versus IR 1w + IR 1d). IR injury with preconditioning induced increased KAT5 expression compared with IR injury without preconditioning (IR1d versus IR 1w + IR 1d) (Figures 1D–1F). To investigate the duration of the preconditioning effect in our model, kidney function was evaluated in mice with preconditioning 12 weeks prior to IR and compared with those with preconditioning 1 week prior to IR (Figure 1A). Preconditioning 12 weeks prior to IR caused less attenuation of kidney dysfunction compared with that 1 week prior to IR injury (IR 1w + IR 1d versus IR 12w + IR 1d) (Figures 1B and 1C), as reported previously (Park et al., 2003). KAT5 expression was less increased by preconditioning 12 weeks prior to IR (IR 1w + IR 1d versus IR 12w + IR 1d) (Figures 1E and 1F). The expression of other DNA repair factors was also increased after IR with preconditioning (Figure S1). These results indicate that elevated DNA repair factors, including KAT5, may have a role in the preconditioning effect through attenuation of DNA damage in PT cells.

**Figure 1:**
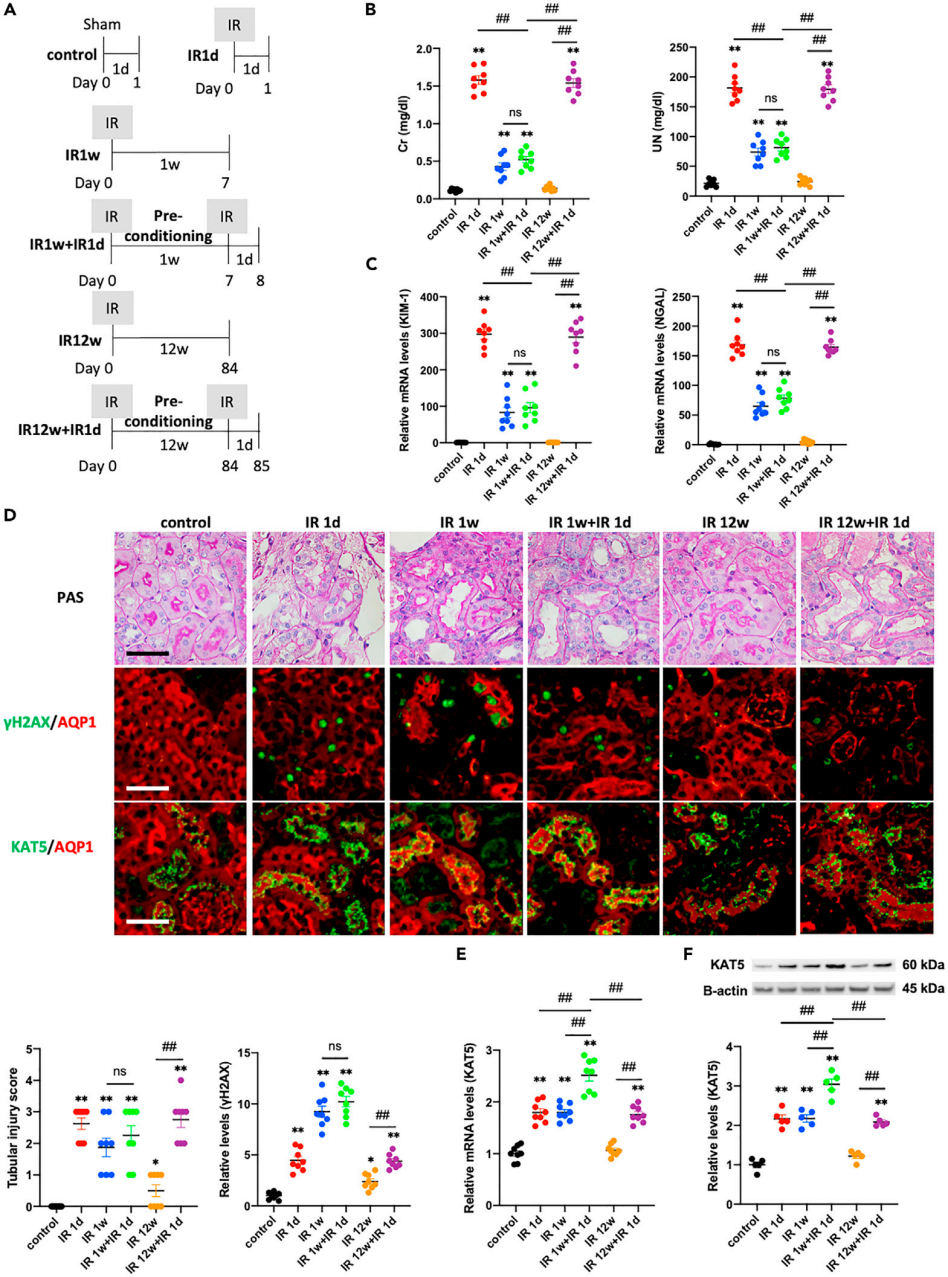
Ischemic preconditioning causes an increase in KAT5 expression and attenuates DNA damage in proximal tubular cells (A) Experimental protocol. Ischemic preconditioning was performed 1 week prior to the injury (n = 5–8 per groups). (B) Serum creatinine and UN levels. (C) Expression of KIM-1 and NGAL in the kidney cortex. (D) (Upper panels) Representative photomicrographs of PAS staining and immunofluorescence double staining of γH2AX or KAT5 (green)/AQP1 (red) in kidney cortex. Scale bar, 50 μm. (Lower panels) Tubular injury scores and quantification of the immunolabeled double-positive area. (E) Real-time RT-PCR analysis of KAT5 expression in the kidney cortex. (F) KAT5 expression in isolated proximal tubular cells. Data represent the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01 versus controls, #p < 0.05, ##p < 0.01 versus the respective groups.

Next, the time course changes after IR were evaluated (Figure 2A). Following IR, the γH2AX-positive area was increased and then gradually decreased. The fibrotic area was slightly increased at 4 and 12 weeks after IR injury but it was less than 5% in this model (Figure 2B). At the time point, serum Cr and UN were recovered (Figure 2C), and KIM-1 and NGAL in the kidney cortex also returned to baseline levels (Figure 2D). Increased KAT5 expression at 1 week after IR was reduced to baseline at 4 and 12 weeks after IR (Figures 2E and 2F).

**Figure 2:**
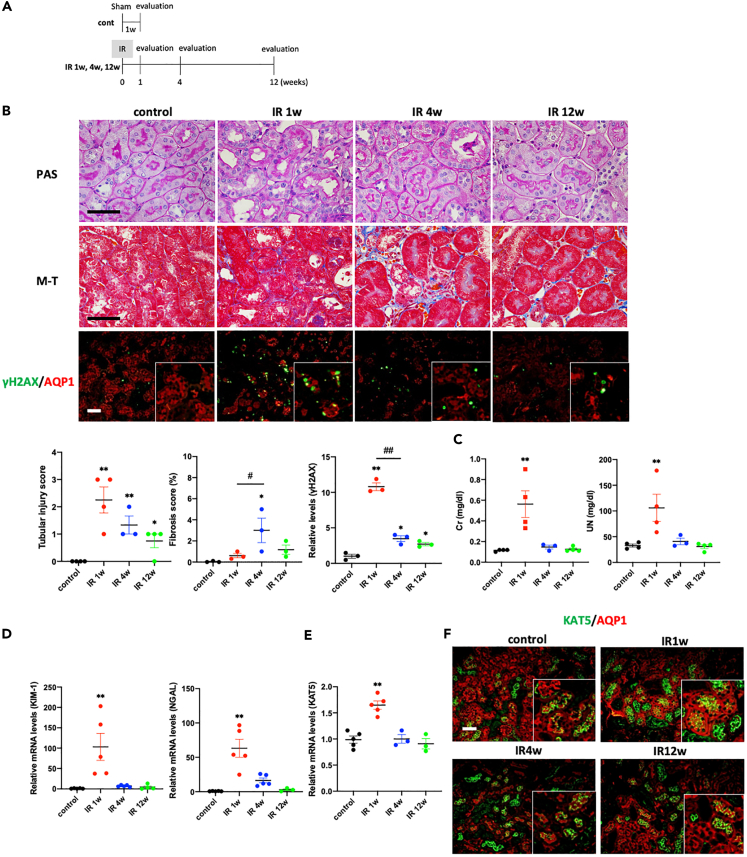
Time course of KAT5 expression and DNA damage repair following IR (A) Experimental protocol. Time course changes 1, 4, and 12 weeks after IR were evaluated (n = 3–5 per groups). (B) (Upper panels) Representative photomicrographs of PAS staining, Masson trichrome (M-T) staining, and immunofluorescence double staining of γH2AX (green)/AQP1 (red) in the kidney cortex. Scale bar, 50 μm. (Lower panels) Tubular injury scores in PAS staining, fibrotic area in M-T staining, and quantification of the immunolabeled double-positive area. (C) Serum creatinine and UN levels. (D) Expression of KIM-1 and NGAL in the kidney cortex. (E) Real-time RT-PCR analysis of KAT5 expression in the kidney cortex. (F) Representative photomicrographs of immunofluorescence double staining of KAT5 (green)/AQP1 (red) in kidney cortex. Scale bar, 50 μm. Data represent the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01 versus controls, #p < 0.05, ##p < 0.01 versus the respective groups.

These results indicate that a sustained increase in KAT5 expression after preconditioning together with additional induction of KAT5 expression in secondary IR injury may contribute, at least in part, to the preconditioning effect.

### Knockdown of proximal tubular cell KAT5 attenuates the preconditioning effect

To evaluate the role of KAT5 expression in PT cells on the ischemic preconditioning effect, PT-specific KAT5 knockout (KO) mice (γGT-Cre + KAT5 ^flox/flox^) were generated. γGT is expressed in S1 to S3 of PT cells and is intensely expressed in S3 (Helbert et al., 1997). KAT5 expression was decreased to 10%–20% of wild-type control mice in isolated PT cells (Figure 3A), and this was confirmed by immunofluorescent staining (Figure 3B). Although there were no significant changes in the pathology, serum Cr, and UN (Figure 3B), KO mice showed decreased creatinine clearance (Ccr) (Figure 3C) and mild tubular damage with elevated KIM-1 and NGAL levels in the kidney cortex (Figure 3D). The levels of Cr and UN decreased one week after IR but remained higher than those of wild-type controls, suggesting prolonged kidney damage (Figure 4A). The preconditioning effect, evaluated by serum Cr and UN, and the expression of NGAL and KIM-1 almost vanished in the KAT5 KO mice (Figure 4A). KAT5 expression in the KO mice was not significantly increased following IR with preconditioning compared with IR without preconditioning (Figure 4B). The distribution of phenyl sulfate analyzed using MALDI-IMS, which is a potential marker for damaged kidneys, also showed attenuation of the preconditioning effect in KAT5 KO mice (Figures 4C and S2). The γH2AX level and TUNEL-positive area were increased in KAT5 KO mice compared with controls, and additional induction of PT cell damage was observed in IR even with preconditioning (Figures 4D and S3). These results indicate that KAT5 may play an important role in the preconditioning effect to protect PT cells from DNA damage.

**Figure 3:**
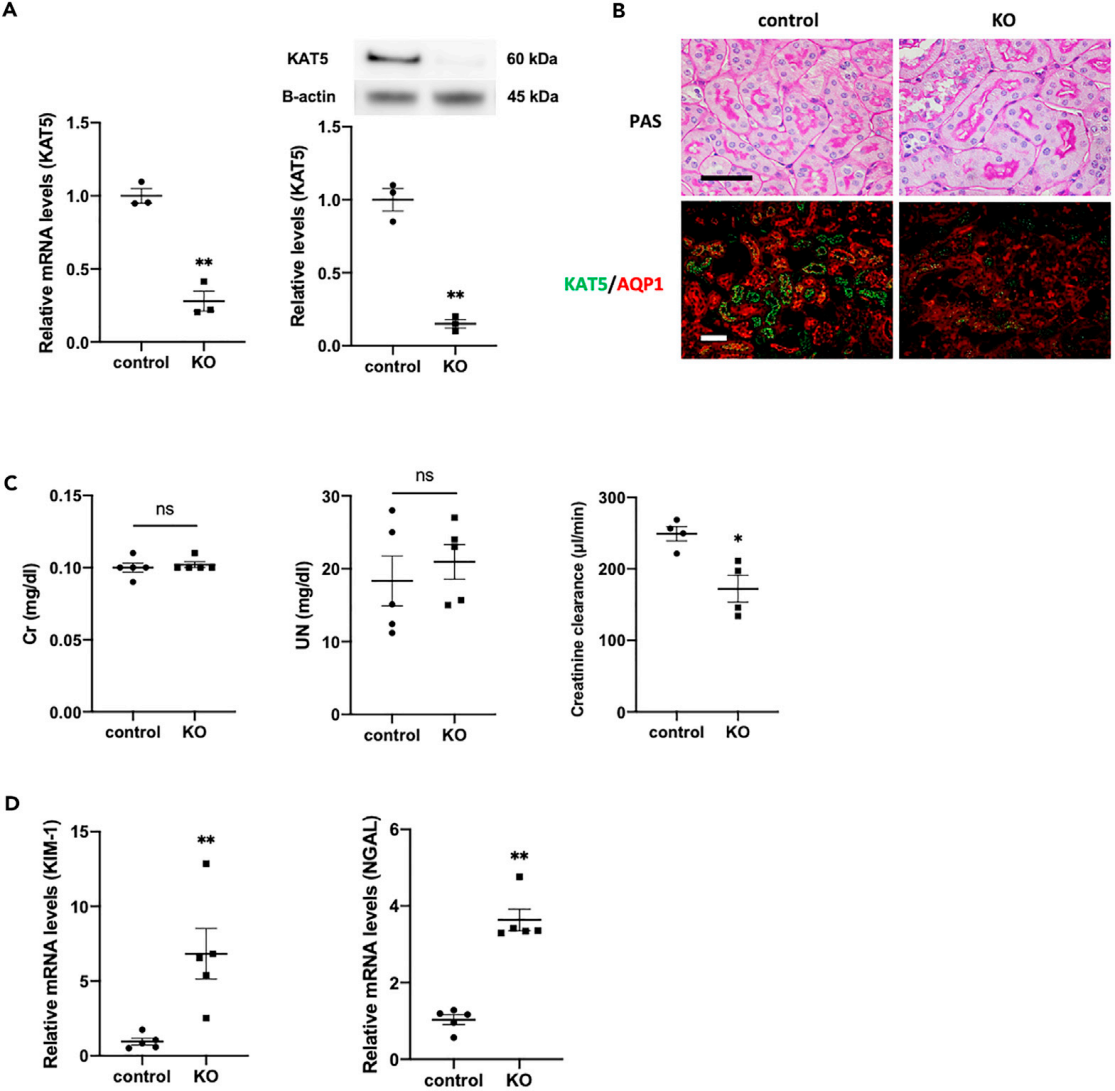
Phenotypes of proximal tubular-cell-specific KAT5 knockout mice (A) KAT5 expression in isolated proximal tubular cells of KOs and controls: (left) real-time RT-PCR; (right) western blots. (B) Representative photomicrographs of PAS staining and immunofluorescence double staining of KAT5 (green)/AQP1 (red) in the kidney cortex. Scale bar, 50 μm. (C) Serum creatinine, UN levels, and creatinine clearance. (D) Real-time RT-PCR analysis of KIM-1 and NGAL expression in the kidney cortex. Data represent the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01 versus controls.

**Figure 4:**
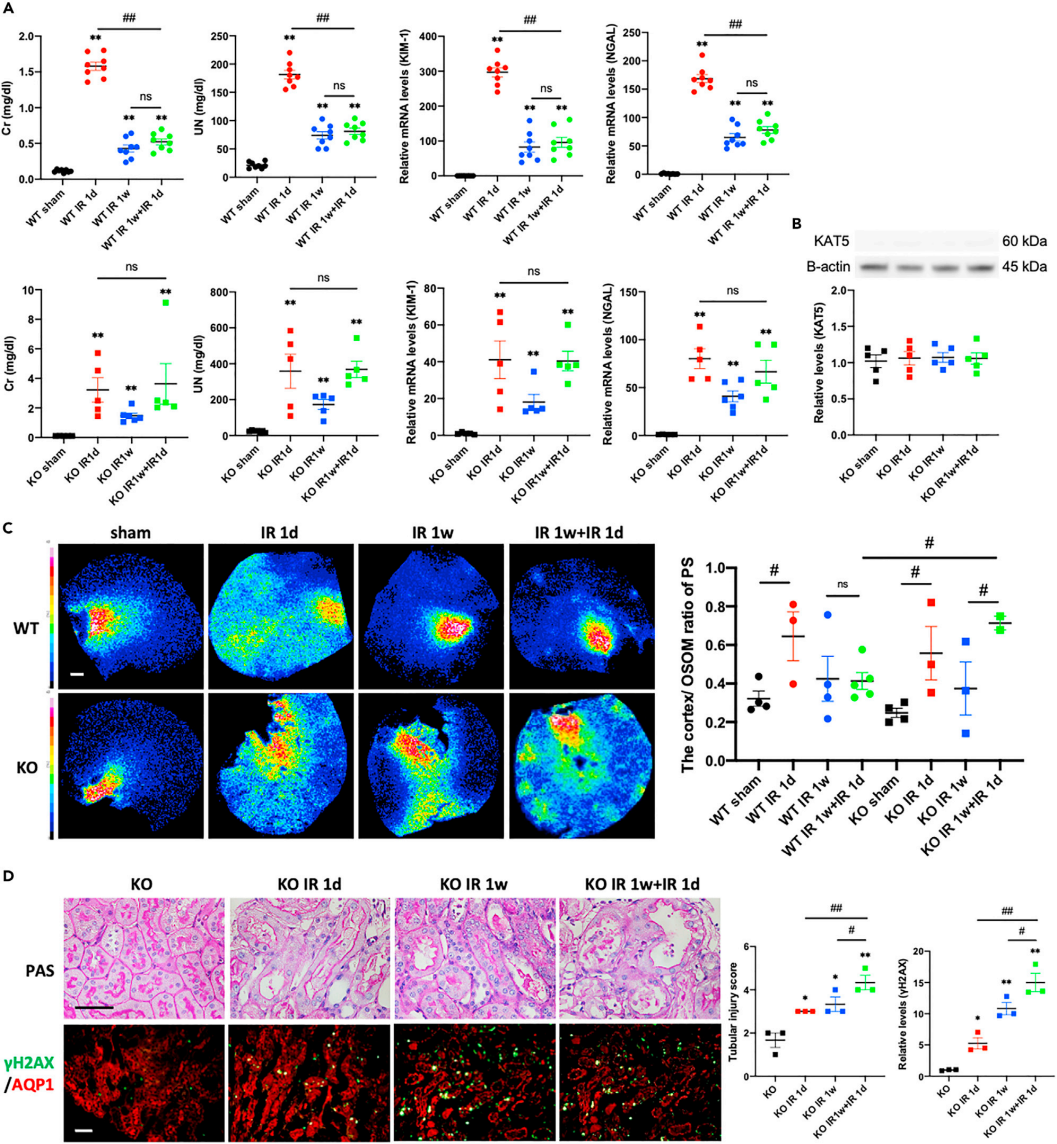
Knockdown of proximal tubular cell KAT5 attenuates the preconditioning effect IR injury with or without ischemic preconditioning was performed in the proximal tubular-cell-specific KAT5 KO mice (Kat5 fl/fl Cre+) and control littermates (Kat5 fl/fl Cre−) according to the experimental protocol as shown in Figure 1 (n = 3–5 per time point). (A) Serum creatinine, UN levels, and real-time RT-PCR analysis of KIM-1 and NGAL expression in the kidney cortex of controls and KOs following IR. (B) Western blot analysis of KAT5 expression in the isolated proximal tubular cells of KOs following IR. (C) Mass spectrometric images of phenyl sulfate (PS) (*m/z* 172.991) in snap-frozen murine kidney of KOs and controls. (Left panels) Representative heatmaps of MALDI-IMS. (Right panels) The cortex/outer stripes of outer medulla (OSOM) ratio of metabolites in the indicated groups. Scale bar, 500 μm. (D) (Left panels) Representative photomicrographs of PAS staining and immunofluorescence double staining of γH2AX (green)/AQP1 (red) in the kidney cortex. Scale bar, 50 μm. (Right panels) Tubular injury scores in PAS staining and quantification of the immunolabeled double-positive area. Data represent the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01 versus controls, #p < 0.05, ##p < 0.01 versus the respective groups.

### KAT5 is involved in the regulation of tubuloglomerular feedback following AKI with ischemic preconditioning

It has been reported that TGF-induced afferent arteriole vasoconstriction, which is regulated by the chloride concentration of the macula densa, is a common hemodynamic insult in AKI models (Rein and Coca, 2019; Singh and Okusa, 2011). We next investigated the association of TGF regulation with the preconditioning effect because the KAT5 KO mice showed decreased Ccr at baseline, which may suggest PT cell KAT5-mediated regulation of glomerular filtration. In addition, microarray analysis using isolated PT cells in wild-type mice and KAT5 KO mice indicated that KAT5 in PT cells was involved in the regulation of ion channel expression as well as oxidation-reduction processes and lipid metabolism (Figure 5A).

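Gene expression in isolated PT cells was measured on Clariom S mouse arrays, with 1 array from wild-type mice and 1 array from KAT5 KO mice. Such an array reads the level of each gene from the fluorescence of labelled RNA bound to short probes, which are summarised as probe sets. Each array received 64 ng of RNA, and the labels of both give male mice and an age of 8 weeks. The labels also speak of embryos in their descriptions, and the arrays were assigned to genotypes by title and genotype. The authors processed the arrays in the Transcriptome Analysis Console with RMA, which corrects for background, normalizes the arrays and gives a log2 level for each probe set. These deposited log2 levels were used without further scaling. Of 28846 probe sets, 19572 carried the symbol of 1 gene, and they covered 19505 genes. The median over all probe sets was 5.59 on the wild-type array and 5.50 on the KAT5 KO array. The highest value, 19.93, was shared by 35 probe sets on the wild-type array and 20 on the KAT5 KO array. It was taken as a ceiling, and differences of genes at this value were treated as lower bounds. The background level was set at 5.13, the higher of the 95th percentiles reached on the arrays by 1462 odorant, pheromone and taste receptor genes taken as not expressed in the kidney. Although both samples are labelled male, the Y-linked genes Eif2s3y, Uty and Kdm5d lay under this level on the KAT5 KO array, at 2.29, 3.42 and 3.76. Levels under the background level were raised to it, and the 11651 genes above it on at least 1 array were compared as KAT5 KO minus wild-type, with 2-fold (a log2 difference of 1) as the threshold of size. Lists of genes for the terms in Figure 5A and for the cell types of the kidney were fixed before the data were examined. The median difference of each list was compared with the medians of 10000 random lists of the same size and like expression level, and a list stood apart when its median lay outside the central 95% of these. There were no replicates, so errors and p-values could not be computed, and the number of arrays limits the precision. Over the receptor genes, the difference between the arrays had an SD of 0.55, and 7.73% of these genes differed 2-fold or more. These 2 values use deposited levels that were not raised to the background level. They describe dim probe sets only and are not an error rate for the compared genes.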

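On the KAT5 KO array, 2067 genes were 2-fold or more higher than on the wild-type array and 1853 genes were 2-fold or more lower. Enzymes of oxidation-reduction and of fatty acid breakdown were among the genes furthest apart, on the side higher on the KAT5 KO array. Ion channel genes lay on both sides. Markers of the PT themselves were higher on the KAT5 KO array and markers of the loop of Henle were higher on the wild-type array.
Of 74 measured redox enzymes, 63 were 2-fold or more higher and 3 were lower, with a median difference of 3.94 (15.3-fold). Hpd, an enzyme of tyrosine breakdown, was under the background level on the wild-type array and at 17.55 on the KAT5 KO array, at least 5483-fold higher. Cyp4a14 and Cyp4a10, which hydroxylate fatty acids, were higher by 11.60 and 9.59. Lower were the cytochrome Cyp2j13, at least 3.85-fold, the monooxygenase Fmo5 (-1.40) and Hsd11b1 (-1.11), which regenerates active glucocorticoid. Cyp2j13 is also on the list of androgen-responsive kidney genes, and Y-linked genes were under the background level on the KAT5 KO array. Of the 13 measured genes on that androgen-responsive list, however, 10 were 2-fold or more higher and 2 were lower. Cyp2e1 and Cyp4b1, which are also both redox enzymes and androgen-responsive genes here, were higher by 6.64 and 5.51. Of 39 genes of fatty acid β-oxidation, 32 were higher and 0 were lower (median 2.20). Slc27a2, a fatty acid transporter and acyl-CoA synthetase, was higher by 7.88 and Eci3 by 6.94, whereas Cpt1a, which carries fatty acids into mitochondria, differed by -0.06. The wider list of lipid metabolism was more mixed, with 37 of 72 genes higher, 6 lower and 29 within 2-fold (median 1.02). Pck1, the gluconeogenic enzyme that also serves glyceride synthesis, was higher by 9.95 and the desaturase Fads2 by 7.42. Lower were the fatty acid receptor Cd36 (-2.64), the adipogenic regulator Pparg (-2.21) and Fabp4 (-1.87), which is abundant in fat and capillary endothelium. The medians of these 3 lists lay above the central 95% of random lists, whose upper bounds were 0.27, 0.44 and 0.27.
Of 63 measured ion channel genes, 16 were 2-fold or more higher and 19 were lower. Random lists held 11.5 higher and 10.1 lower genes on average. The median of the ion channels was -0.30, inside the central 95% of random lists (-0.31 to 0.23), and their mean was 0.033. With each array centred on its median (-0.24), or against random lists not matched on level, the median of the ion channels lay below the central 95%, and with the trend on level removed (-0.145) it lay further inside. Kat5 had a level of 10.20 on the wild-type array and 8.67 on the KAT5 KO array, which is 34.8% of the wild-type level, and 8.39% of the measured genes were lower by more than Kat5. Of 47 PT markers, 43 were higher and 1 was lower, with a median difference of 6.44 (86.7-fold), and of 15 loop of Henle genes 14 were lower and 1 was higher (median -3.12). Relative to the median of the PT markers, with the markers left out of the lists, the median was -2.99 for redox enzymes, -4.24 for β-oxidation and -5.51 for lipid metabolism. These values are negative because the PT markers were higher than each list. They do not correct for the share of PT cells in each preparation. From the gene ontology analysis of these arrays, the paper proposes a part for KAT5 of PT cells in ion channel expression, redox processes and lipid metabolism. For ion channel expression, its discussion leaves room for an indirect part.

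**Figure D1:**
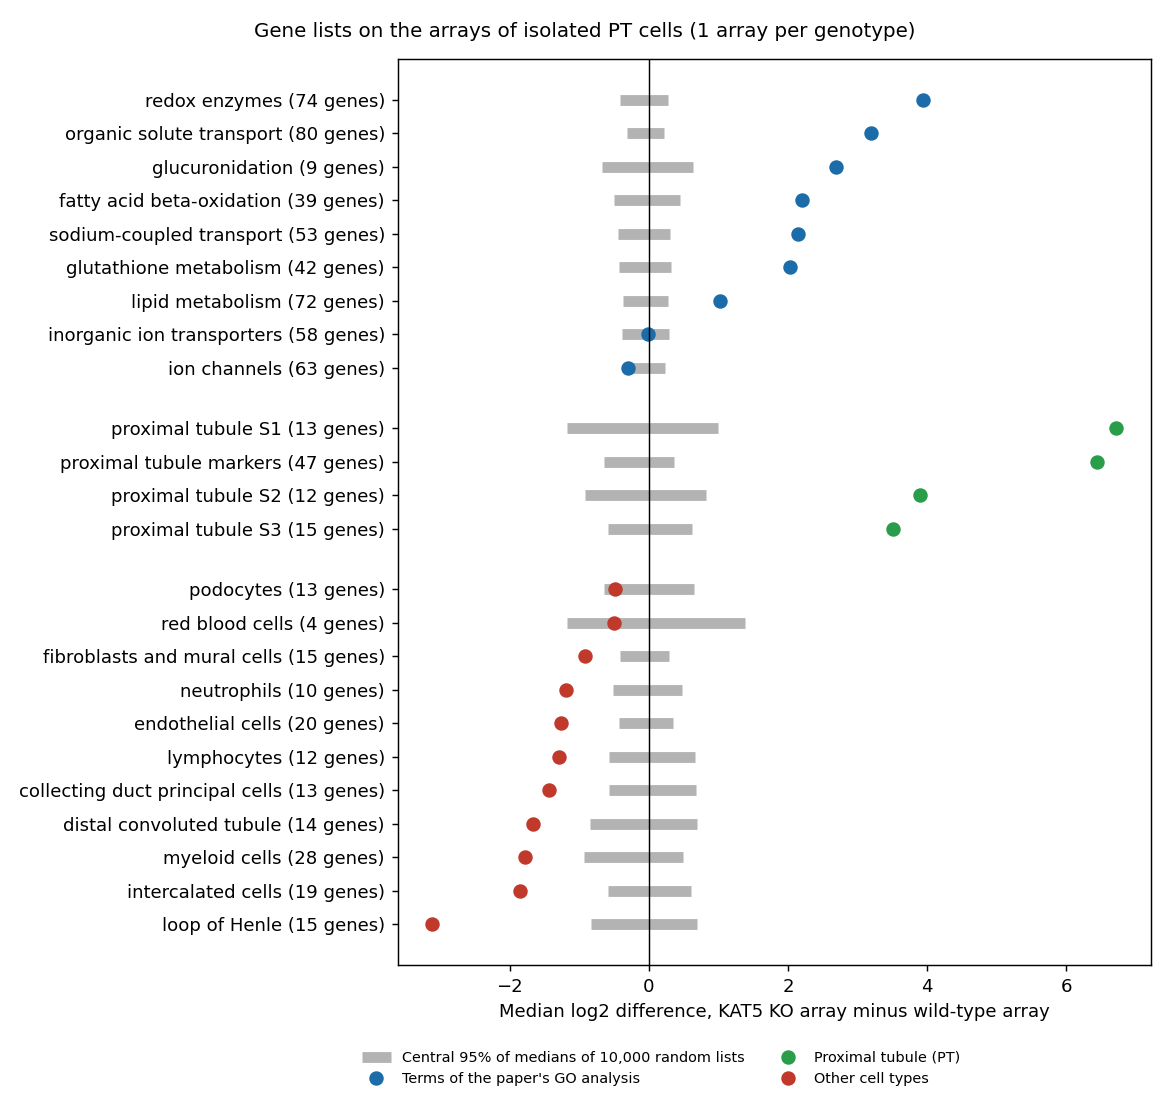
Median log2 difference between the KAT5 KO array and the wild-type array for lists of genes, with the number of measured genes in parentheses. Points are the list medians (blue, lists for the terms of Figure 5A; green, PT; red, other cell types) and grey bars the central 95% of the medians of 10000 random lists of like level. PT markers sit at 6.44 and loop of Henle genes at -3.12.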

**Figure 5:**
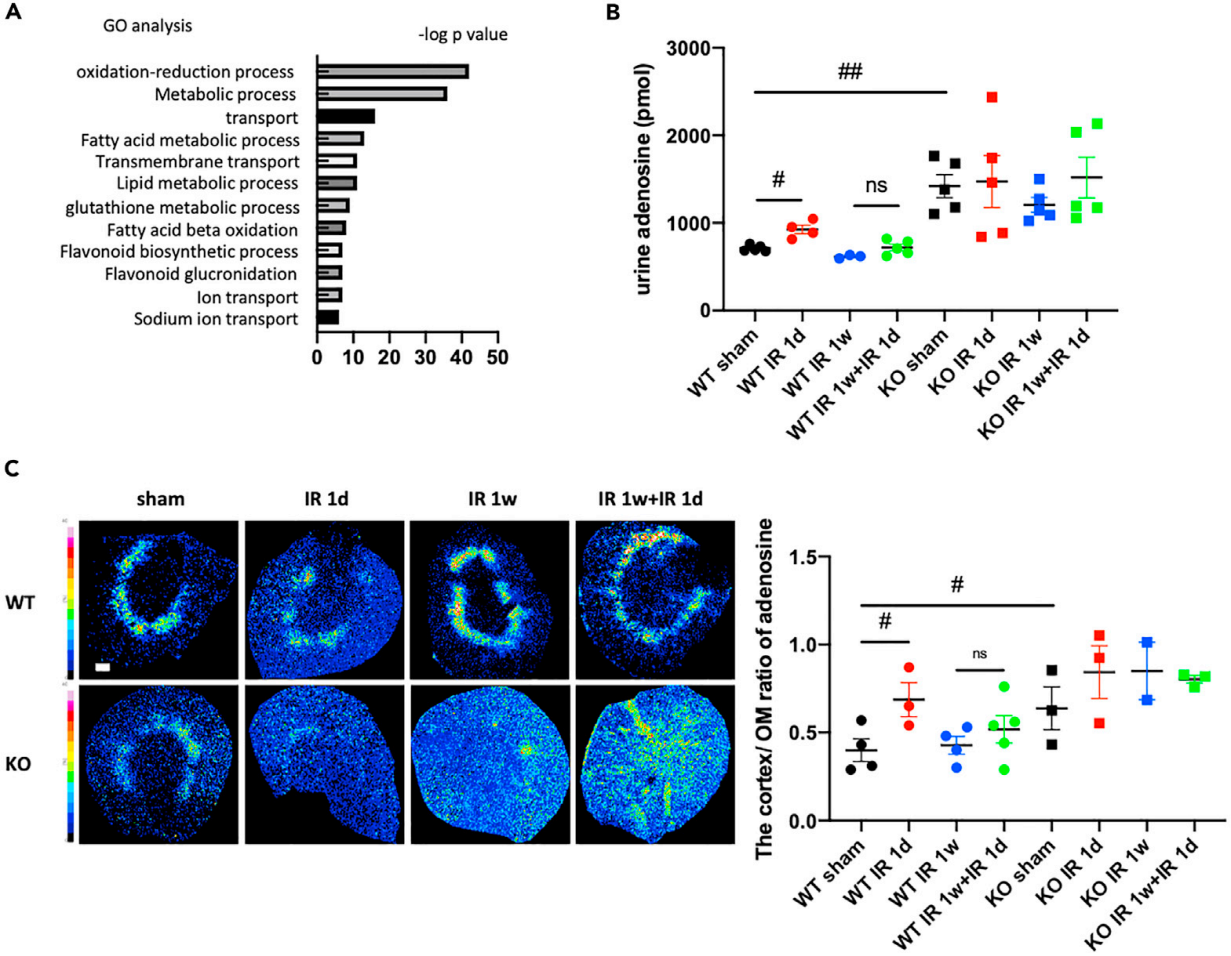
KAT5 is involved in the regulation of tubuloglomerular feedback (TGF) following AKI with ischemic preconditioning (A) Gene ontology analysis using isolated proximal tubular cells of KAT5 KO mice and controls. The graph shows -log p values calculated using Benjamini-Hochberg-corrected two-tailed t test for the enrichment of a specific pathway. (B) Urinary adenosine levels of the indicated groups (n = 3–5 per groups). (C) Mass spectrometric images of snap-frozen murine kidney of KOs and controls. (Left panels) Representative heatmaps of MALDI-IMS of adenosine (*m/z* 268.104) distribution. (Right panels) The cortex/outer medulla (OM) ratio of metabolites in the indicated groups. Scale bar, 500 μm. Data represent the mean ± SEM. #p < 0.05, ##p < 0.01 versus the respective groups.

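Transporters of organic solutes and the enzymes of glutathione metabolism and glucuronidation were higher on the KAT5 KO array as groups, whereas transporters of inorganic ions were split. Of 80 organic solute transporters, 55 were 2-fold or more higher and 11 were lower (median 3.19, 9.10-fold). The organic anion transporters Slc22a8 and Slc22a6, which take up anions on the basolateral side of the PT, were higher by 9.57 and 9.24, and the apical efflux pump Abcc2 by 8.70. Lower were the monocarboxylate transporter Slc16a7 (-3.89) and the efflux pump Abcc3 (-2.81). Of 53 genes of sodium-coupled transport, 33 were higher and 10 were lower (median 2.14). The sulfate and phosphate carriers Slc13a1 and Slc17a1 were higher by 8.20 and 7.92. Slc12a1, the Na-K-2Cl cotransporter of the loop of Henle, was lower, with a difference of -4.55.
Of 42 genes of glutathione metabolism, 29 were higher and 3 were lower (median 2.03), led by the glutathione transferases Gsta2 (7.71) and Gstz1 (6.94) and with Gpx6 lowest (-4.20). Of 9 genes of glucuronidation, 5 were higher and 2 were lower (median 2.69), with Ugt3a2 higher by 8.27 and Ugt2b34 by 7.17. Of 58 inorganic ion transporters, 20 were higher and 15 were lower, and the median of -0.02 lay within the random lists. Random lists held 11.2 higher and 10.7 lower genes on average. The number of higher transporters lay at the 99.7 percentile of random lists, and the number of lower ones at the 92.6 percentile. Among these transporters, the sodium-bicarbonate cotransporter Slc4a4 was higher by 7.05. The proton pump subunit Atp6v1b1 and the anion exchanger Slc26a4, both of intercalated cells, differed by -3.62 and -3.58. Atp6v0a4, another pump subunit on the intercalated cell list, was higher by 3.30. The median difference was -1.85 for 19 intercalated cell genes, which include these 3 genes and of which 12 were lower and 3 higher. It was -1.67 for 14 genes of the distal convoluted tubule and -1.79 for 28 genes of myeloid cells. The median of the inorganic ion transporters was positive under each further scaling of the arrays, at 0.074 with the arrays centred, 0.0056 with quantile normalization and 0.068 with the trend on level removed. Relative to the median of the PT markers, without them, the median was -3.78 for organic solute transport, -5.26 for sodium-coupled transport, -4.69 for glutathione metabolism and -4.67 for glucuronidation. Here too the values are negative because the PT markers were higher than each list, and they do not correct for the share of PT cells.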

As adenosine is the final-acting substance in TGF that mediates vasoconstriction of afferent arterioles, previous reports estimated TGF regulation using urinary adenosine levels (Kidokoro et al., 2019; Rajasekeran et al., 2017). It has been shown that urinary adenosine increase suggests the afferent arteriolar constriction and reduced hyperfiltration related to increased adenosine production by the macula densa. Urinary adenosine was significantly increased after IR without preconditioning, whereas they were decreased following IR with preconditioning. In KAT5 KO mice, urinary adenosine was significantly elevated compared with controls, which showed a sustained increase regardless of IR (Figure 5B). Furthermore, adenosine distribution in the kidney cortex was evaluated using MALDI-IMS. It was demonstrated that the ratio of the adenosine concentration in the kidney cortex/outer medulla was increased following IR without preconditioning, whereas it was not significantly changed after IR with preconditioning. On the other hand, adenosine distributions in KAT5 KO mice did not change, which showed a sustained increase compared with controls (Figures 5C and S4). These results suggest the involvement of TGF regulation in the preconditioning effect and that TGF is accelerated in KAT5 KO mice.

### KAT5-mediated increase in KCC3 expression is associated with the preconditioning effect via attenuation of TGF

Next, we evaluated the role of chloride channel expression in PT cells, which is a determinant of chloride concentration in the macula densa. PT cells have several chloride channels, including slc12a6 (K-Cl cotransporter 3, KCC3) and slc12a7 (K-Cl cotransporter 4, KCC4) on the basal side and slc26a6 on the apical side of PT cells, regulating the chloride concentration of the macula densa. KCC3 and slc26a6 expression was significantly decreased in the kidney cortex 24 h after IR (Figure 6A). These results were confirmed using a recently published database of single-cell analysis (Rudman-Melnick et al., 2020) (Figure S5). Investigating the expression of the three chloride channels in KAT5 KO mice, we found that KCC3 and KCC4 expression was decreased (Figure 6B). Therefore, KCC3 action was our focus to clarify the mechanism of the KAT5-associated preconditioning effect through TGF regulation. Preconditioning for 1 week prior to IR attenuated the decrease in KCC3 expression. However, it was not affected by the preconditioning 12 weeks prior to IR injury (Figure 6C). Following IR with preconditioning, KCC3 expression was increased compared with IR without preconditioning in wild-type controls (Figures 6A and 6E). In KAT5 KO mice, cortex KCC3 expression was significantly reduced at baseline (Figure 6B), and preconditioning 1 week prior to IR did not induce KCC3 expression (Figures 6D and 6E).

**Figure 6:**
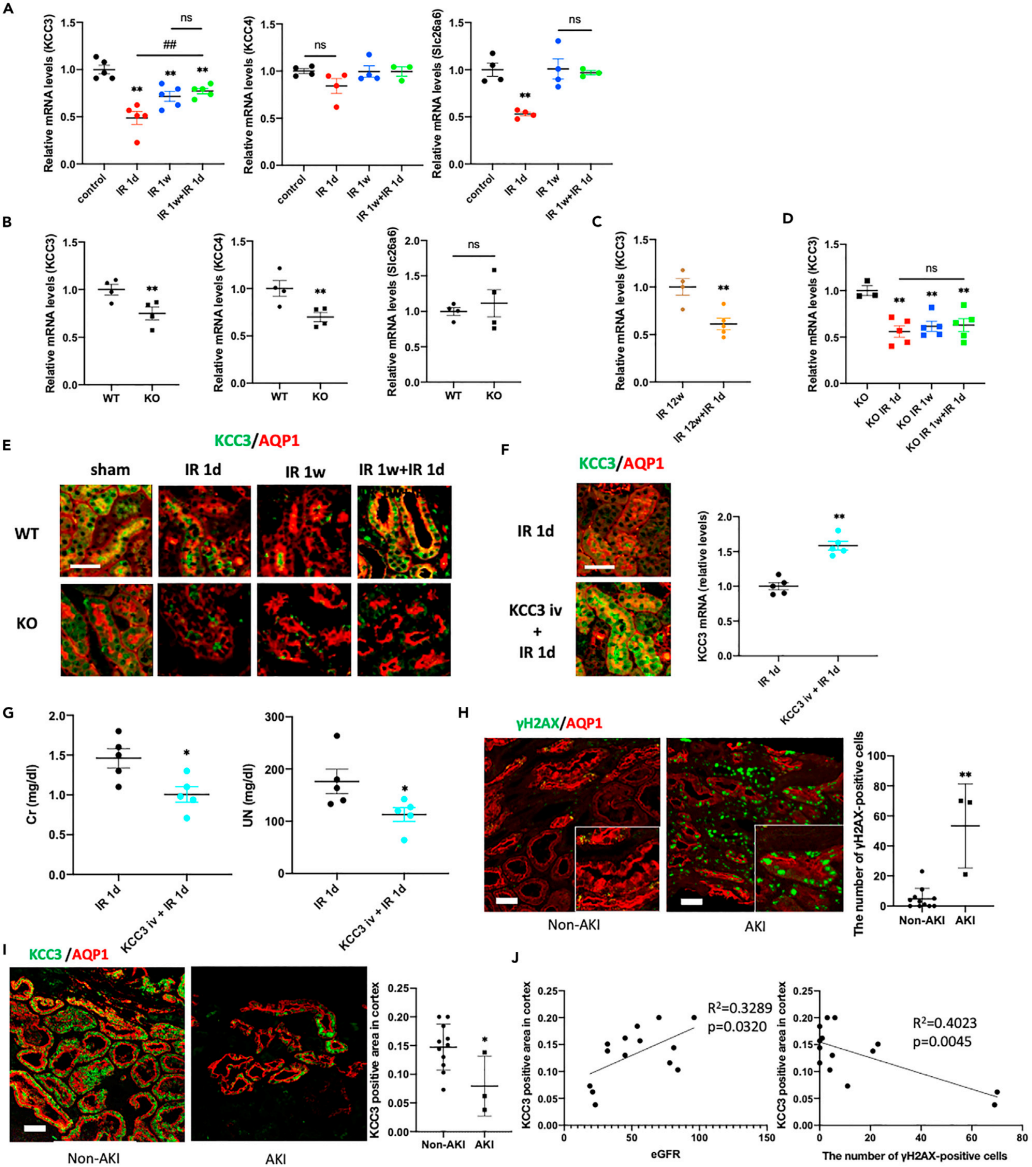
KAT5-mediated increase in KCC3 expression is associated with the preconditioning effect via attenuation of TGF (A) Real-time RT-PCR analysis of KCC3 (Slc12a6), KCC4 (Slc12a7), and Slc26a6 expression in the kidney cortex of wild-type control mice following IR according to the experimental protocol as shown in Figure 1 (n = 3–5 per groups). (B) Real-time RT-PCR analysis of KCC3 (Slc12a6), KCC4 (Slc12a7), and Slc26a6 expression in the kidney cortex of KOs and controls. (C) Real-time RT-PCR analysis of KCC3 expression in the kidney cortex following IR injury with preconditioning 12 weeks prior to the IR. (D) Real-time RT-PCR analysis of KCC3 expression in the kidney cortex following IR injury in KOs. (E) Representative photomicrographs of immunofluorescence double staining of KCC3 (green)/AQP1 (red) in kidney cortex. Scale bar, 50 μm. (F) (Left) Representative photomicrographs of immunofluorescence (IF) double staining of KCC3 (green)/AQP1 (red) 1 day after IR with or without KCC3 plasmid injection. (Right) Real-time RT-PCR analysis of KCC3 in the kidney cortex of 1 day after IR with or without KCC3 plasmid injection. (G) Serum creatinine and UN of WT mice 1 day after IR with or without KCC3 plasmid injection. (H) (Left panels) Representative photographs of immunofluorescent double staining of γH2AX (green) and AQP1 (red) in human biopsy samples with non-AKI or AKI. AKI, acute kidney injury. (Right panel) The number of γH2AX-positive cells in AQP1-positive PT cells. (I) (Left panels) Representative photographs of immunofluorescent staining of KCC3 (green) and AQP1 (red) in human biopsy samples with non-AKI or AKI. (Right panel) The ratio of KCC3 positive area/cortex except glomerular area. (J) (Left panel) Correlation between eGFR and the ratio of KCC3 positive area/cortex except glomerular area. (Right panel) Correlation between the number of γH2AX and AQP1 double-positive cells and the ratio of KCC3 positive area/cortex except glomerular area. The clinical data presented in Table S1. Scale bar, 50 μm. Data represent the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01 versus controls, ##p < 0.01 versus the respective groups.

We next examined the effects of restoring KCC3 expression in IR injury. We performed an *in vivo* gene transfer of KCC3-containing plasmids using a hydrodynamic-based gene transfer method. The efficacy of this gene transfer method has been previously reported (Bu et al., 2011; Hayashi et al., 2014; Hishikawa et al., 2019). We confirmed the increase in tubular KCC3 expression 1 day after injection (Figure 6F). Transient KCC3 upregulation alleviated elevation of serum Cr and UN (Figure 6G), suggesting the importance of KCC3 in AKI prevention.

Together with the results of accelerated TGF in KAT5 KO mice, these results indicate that KCC3 may be involved in the KAT5-mediated preconditioning effect of AKI through TGF regulation.

Next, changes in KCC3 expression caused by tubular damage in humans were examined using human biopsy samples. The profile of the patients is shown in Table S1. The number of γH2AX-positive cells was significantly increased in the AQP1-positive PT cells of patients with AKI compared with those of non-AKI patients (Figure 6H). KCC3 expression, which was reported to be expressed specifically in PT cells in the kidney, was decreased in the kidney cortex of patients with AKI compared with those with non-AKI (Figure 6I). The number of γH2AX and AQP1 double-positive cells was negatively associated with eGFR (r^2^ = 0.4151, p = 0.0129). KCC3 expression was significantly correlated with eGFR as well as the number of γH2AX and AQP1 double-positive cells (Figure 6J). These results indicate that a decrease in KCC3 expression is associated with PT cell damage and decreased eGFR in humans.

### KAT5 regulates KCC3 expression through an epigenetic mechanism

Then, we investigated the mechanism by which KAT5 regulates KCC3 expression in proximal tubular damage *in vitro* using HK2 cells. First, HK2 cells were subjected to ATP depletion by antimycin A (AMA) (Figures 7A and 7B), as reported previously (Yoshino et al., 2003). KAT5 expression was more enhanced at the second ATP depletion than at the first ATP depletion (Figure 7C), similar to the *in vivo* ischemic AKI model. KCC3 expression was elevated following the second treatment with AMA (Figure 7D). Knockdown of KAT5 using siRNA blocked an increase in KCC3 expression following the second treatment with AMA (Figures 7C and 7D), which suggests the involvement of KAT5 in regulating KCC3 expression. Interestingly, simple KAT5 transfection did not cause altered KCC3 expression and showed only a small increase even after the second transfection of KAT5; however, KAT5 transfection following AMA treatment significantly induced increased KCC3 expression (Figure 7E). These results indicated that KAT5 plays an important role in regulating KCC3 expression, although other KCC3 expression regulation mechanisms caused by AMA treatment needs to be uncovered.

**Figure 7:**
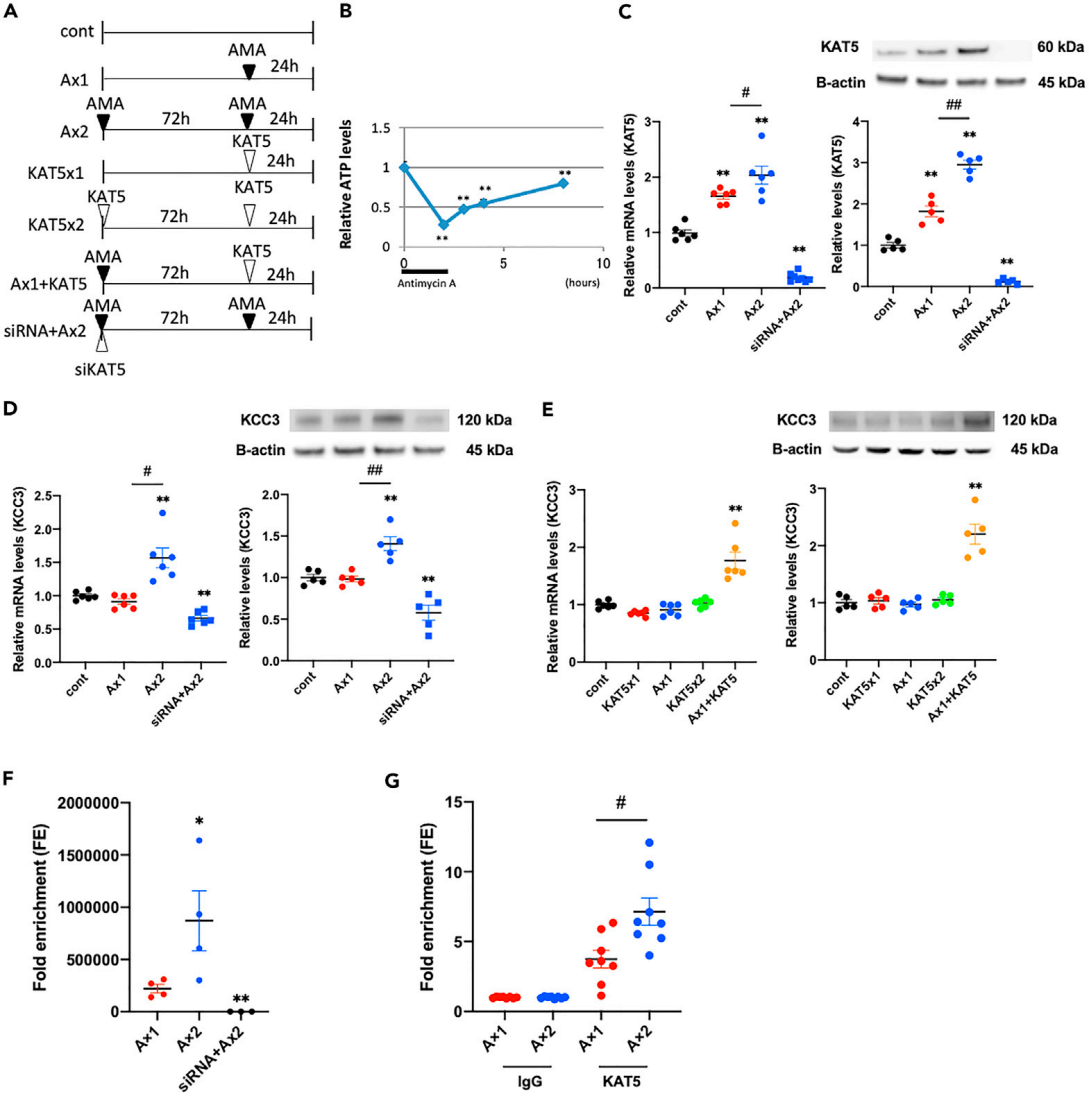
KAT5 regulates KCC3 expression through an epigenetic mechanism *In vitro* analysis using cultured human tubular epithelial cells (HK2 cells). (A) Experimental protocol. HK2 cells were treated with antimycin A (AMA) for 1 h and analyzed 24 h after AMA treatment without (Ax1) or with (Ax2) the pretreatment of AMA 72 h prior to the injury. pCMV-KAT5 expression plasmid was transfected to AMA-treated HK2 cells 72 h after AMA treatment and analyzed 24 h after transfection (Ax1+KAT5). KAT5 knockdown experiment was performed using siRNA before the AMA treatment (siRNA + Ax2). (B) Time course of ATP levels after AMA treatment. Decreased ATP levels after AMA treatment gradually recovered and reached plateau almost 8 h after starting the treatment. (C) KAT5 expression of indicated groups: (left) real-time RT-PCR; (right) western blots. (D and E) KCC3 expression of indicated groups: (left) real-time RT-PCR; (right) western blots. (F) Chromatin accessibility assay of the KCC3 promoter region. (G) Quantitative ChIP assay performed using IgG and KAT5 antibodies. Data was normalized to input fraction, and the results were relative to that of IgG which was set 1. Data represent the mean ± SEM. ∗p < 0.05, ∗∗p < 0.01 versus controls. #p < 0.05 versus the respective groups, ##p < 0.01 versus the respective groups.

Based on the results, we focused on the chromatin accessibility of the KCC3 promoter region (−352 to −144), as shown in Figure S6A. The chromatin accessibility was increased following the second AMA treatment compared with the first treatment (Figure 7F). Moreover, KAT5 knockdown caused a decrease in chromatin accessibility even after the second AMA treatment, suggesting the involvement of KAT5 in maintaining chromatin accessibility. In addition, ChIP analysis revealed that KAT5 binding to the KCC3 promoter region was significantly increased after the second injury of PT cells (Figure 7G). These results indicate that elevated KCC3 expression following the second injury was caused by increased binding of KAT5 to the KCC3 promoter region, which was enabled by the enhanced accessibility of chromatin. ChIP analysis using γH2AX antibody showed that DNA DSB sites in the KCC3 promoter region were not significantly increased at the second AMA injury compared with the first injury (Figure S6B). No significant changes in the DNA methylation of the KCC3 promoter region were observed between the first and second AMA treatments (Figure S6C). These results indicated that KAT5 regulated KCC3 expression following AKI through attenuation of additional DNA damage induction, maintaining chromatin accessibility and binding to the KCC3 promoter region.

## Discussion

In the present study, we demonstrated that the DNA repair factor KAT5 mediated the preconditioning effect of AKI not only through cell protection but also through attenuation of the TGF response via epigenetic regulation of chloride channel KCC3 expression in PT cells, as summarized in Figure 8.

**Figure 8:**
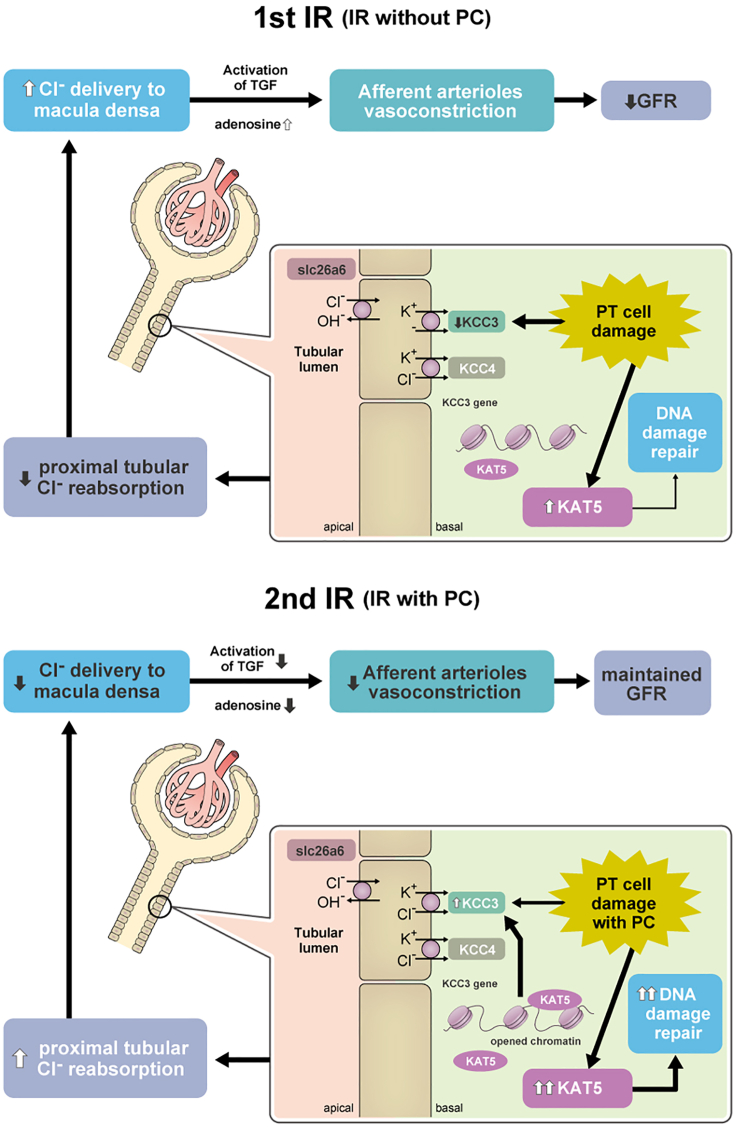
A scheme of the ischemic preconditioning effect via KAT5 (Upper panel) IR injury causes proximal tubular (PT) cell damage, which induces a decrease in KCC3 expression as well as KAT5-mediated DNA damage repair, leading reduced Cl^−^ reabsorption in PT cells and increased Cl^−^ delivery to macula densa. It triggers activation of TGF via elevated adenosine concentration, which causes vasoconstriction of afferent arterioles and decreased GFR. (Lower panel) When IR injury occurs following preconditioning, promoted KAT5 expression causes accelerated DNA damage repair and protection from apoptosis as well as restoration of KCC3 expression through epigenetic mechanism, which induces increased Cl^−^ reabsorption in PT cells and reduced Cl^−^ delivery to macula densa. It causes attenuation of TGF activation with reduced adenosine concentration and maintained GFR. IR: ischemic reperfusion, PC: preconditioning, GFR: glomerular filtration rate.

Preconditioning effect was first described in the kidney by Zager and Baltes (Zager and Baltes, 1984), and the effect persists from several days to several weeks in mouse models (Jang et al., 2012; Kolb et al., 2018; Wever et al., 2012). We confirmed that the preconditioning one week prior to IR injury was effective, using an IR model of bilateral renal arteries in mice. Traditionally, the preconditioning effect is thought to be mediated by various factors, including glucose and mitochondrial metabolism, inhibition of reactive oxygen species (ROS) production and inflammation, and suppression of proapoptotic molecules (Basile et al., 2012; Kapitsinou and Haase, 2015). This study demonstrated that enhanced DNA repair due to elevated expression of DNA repair factors, including KAT5, was associated with a preconditioning effect. Given a recent report that following PT cell injury, DNA repair rather than cell proliferation plays the central role in recovery and longevity (Kishi et al., 2019), our results may be reasonable, which suggested that more rapid and efficient DNA repair attenuated additional kidney damage in the second IR.

In this study, MALDI-IMS was adopted to examine the distribution of the molecules in the kidney, which is a useful method in that the dynamics in the kidney can be visualized (Fujii et al., 2019; Yamamoto et al., 2014). We analyzed the distribution of the uremic toxin phenyl sulfate (PS), known as a serum marker associated with kidney damage (Kikuchi et al., 2019), which accumulates in the kidney cortex following IR injury. The accumulation of PS in the cortex as well as increased DNA damage and apoptosis in PT cells of KAT5 KO mice with preconditioned IR suggested that KAT5 contributed to the preconditioning effect, at least in part, through protection of PT cells.

Recently, it has been reported that deficiencies in DNA repair factors result in nephronophthisis (Airik et al., 2014; Chaki et al., 2012; Choi et al., 2013; Jain et al., 2019; Zhou et al., 2012). Genome-wide transcriptomic analysis in PT cells revealed several deregulated pathways that could contribute to the nephronophthisis phenotype, including alterations in anion transport (Jain et al., 2019). Therefore, we next investigated whether KAT5 might be involved in electrolyte regulation. The microarray analysis results and decreased CCr in the KAT5 KO mice supported the role of the DNA repair factor KAT5 in PT cells in the regulation of glomerular filtration through the expression of ion channels, although the result of microarray might reflect the indirect involvement of KAT5 in PT cells for regulation of ion channel expression.

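Among ion channel genes on the arrays of isolated PT cells, the potassium channel Kcnj15 had the largest positive difference, and Kcnj1 and the subunits of the epithelial sodium channel had the largest negative ones. On the KAT5 KO array, the inward rectifier Kcnj15 was higher by 7.06, from 5.45 to 12.51, the acid-sensitive potassium channel Kcnk5 by 4.13 and Trpc1 by 4.10. Kcnj16, whose product forms basolateral potassium channels, was higher by 3.15. Kcnj1, which encodes the potassium channel ROMK of the thick ascending limb and collecting duct, was lower, at 16.65 on the wild-type array and 12.46 on the KAT5 KO array. The 3 subunits of the epithelial sodium channel, Scnn1g, Scnn1a and Scnn1b, differed by -3.59, -3.37 and -2.94, and the chloride channel Ano1 by -2.73. Over the same arrays, 13 genes of collecting duct principal cells had a median difference of -1.44. Of them, 8 were 2-fold or more lower and 0 higher. Scnn1g and Scnn1b are among these 13 genes, so this list is not separate from the channels above. Aqp2, the water channel of principal cells, differed by -3.60 and Hsd11b2 by -4.08. The number of lower channels lay at the 99.8 percentile of random lists, and the number of higher channels at the 92.6 percentile.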

TGF is a mechanism by which the kidney regulates the glomerular filtration rate (GFR) in which an increased distal tubular sodium chloride concentration causes a basolateral release of adenosine from macula densa cells, leading to vasoconstriction of afferent arterioles. Injury to the proximal tubule in AKI impairs solute reabsorption and increases distal solute delivery. TGF-mediated afferent arteriole vasoconstriction is commonly observed in various AKI models (Singh and Okusa, 2011). Although TGF-mediated decreases in GFR and oliguria primarily play a protective role by minimizing volume loss during AKI (Rein and Coca, 2019), prolonged afferent arteriole vasoconstriction can lead to ischemia and additional tubular injury (Oken, 1984), which inhibits the reabsorption of solutes. To our knowledge, this is the first report describing a possible association of an attenuated TGF with ischemic preconditioning by altered distribution of adenosine in murine kidney and urinary adenosine levels.

KCC3 is an integral membrane protein that regulates intracellular chloride concentrations. Kidney KCC3 expression is specific to the proximal tubule at the basolateral membrane of S1 to S3 (Boettger et al., 2003; Jentsch, 2005; Mercado et al., 2005). Mutation of KCC3 causes a severe peripheral neuropathy called Andermann syndrome in humans, and KCC3 knockout mice show not only severe neurodegeneration but also arterial hypertension, the mechanism of which has not been elucidated (Boettger et al., 2003; Howard et al., 2002). Although it has been reported that proximal tubular KCC3 expression is induced by hyperglycemia (Melo et al., 2013), how KCC3 expression is altered after tubular damage in AKI has not been clarified. This study revealed that KCC3 expression in the kidney cortex was decreased 24 h after IR in a mouse model and was confirmed to be decreased in tubular DNA damage in human biopsy samples. In septic AKI, proinflammatory cytokines cause a downregulation of renal chloride channels (Schmidt et al., 2007), which could generate increased distal delivery of chloride and initiate the TGF reaction. Decreased KCC3 expression in the cortex may be caused by downregulation of KCC3 expression in PT cells as well as loss of PT cells.

*In vitro* analysis suggests that KAT5 regulates KCC3 expression through an epigenetic mechanism. KAT5 may be involved in attenuating additional DNA damage induction, maintaining chromatin accessibility, and binding to the KCC3 promoter region. A sustained increase in KAT5, a histone acetyltransferase, may induce chromatin opening through histone acetylation, although factors other than KAT5 may be necessary for chromatin opening in the KCC3 promoter region. However, additional factors that may act together with KAT5 to maintain the chromatin accessibility could not be uncovered in this study. In addition, altered DNA methylation was not observed in the KCC3 promoter region between the first and second injuries. In our previous study in glomerular podocytes with diabetic nephropathy, KAT5-mediated DNA repair was associated with decreased DNA methylation. This may be due to the difference between chronic injury, such as hyperglycemia, and transient damage caused by temporary AMA treatment. Since DNA methylation is a sustained epigenetic marker, it may be a reason why the preconditioning effect is a relatively short period of AKI memory. In this study, we focused on the expression of chloride channels; however, there is a possibility that KAT5 may also regulate the expression of other ion channels, such as sodium transporters, which are involved in TGF regulation during AKI through sodium delivery to the distal tubules (Rein and Coca, 2019).

In conclusion, this study demonstrated a novel mechanism of the preconditioning effect mediated by the promotion of DNA repair and attenuation of TGF through KAT5. Furthermore, maintaining chromatin accessibility of the KCC3 promoter region with increased KAT5 expression contributes to the preconditioning effect, which is one of the suggested mechanisms of AKI memory. This study suggests an important aspect of a DNA repair factor that it plays a multitasking role, not only in the DNA repair of damaged cells but also in regulation of remote hemodynamic changes, which could affect the organ function. It may support the fact that DNA repair is cell-type specific and suggest the possibility of DNA repair factors as organ- and cell-specific therapeutic targets. A better understanding of DNA repair factors in various cell types is necessary to investigate a novel strategy for disease therapy.

### Limitations of the study

Our study demonstrated that proximal tubular cell KAT5 may act against IR injury through promoted DNA repair and regulation of TGF via KCC3 expression. Although we investigated the regulation of TGF by MALDI-IMS and urinary adenosine, it is better to evaluate the glomerular hemodynamic function using *in vivo* imaging. A future study is necessary for precise understanding of the TGF regulation.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Anti-KAT5 antibody (IF, ChIP)	Santa Cruz Biotechnology	Cat# sc-25378, RRID:AB_2280606
Anti-KAT5 antibody (WB)	Proteintech	Cat# 10827-1-AP, RRID:AB_2128431
Anti-γH2AX antibody (IF)	Cell Signaling Technology	Cat# 9718, RRID:AB_2118009
Anti-γH2AX antibody (ChIP)	NOVUS	Cat# NB100-384, RRID:AB_10002815
Anti-KCC3 antibody (IF)	Bioss	Cat# BS-11952R
Anti-KCC3 antibody (WB)	NOVUS	NBP1-06044, RRID:AB_1555481
Anti-AQP1 antibody	Abcam	ab9566, RRID:AB_296494
Anti-beta-actin antibody	Cell Signaling Technology	Cat# 4967, RRID:AB_330288

**Biological samples**		

Human kidney samples	Keio University School of Medicine	N/A

**Chemicals, peptides, and recombinant proteins**		

Lipofectamine™ 2000 Transfection Reagent	Thermo Fisher Scientific	Cat# 11668019
Lipofectamine™ RNAiMAX Transfection Reagent	Thermo Fisher Scientific	Cat# 13778150
RIPA Lysis Buffer System	Santa Cruz Biotechnology	Cat# sc-24948
ISOGEN	NIPPON GENE	Cat# 319-90211
TaqMan Reverse Transcription Reagents	Invitrogen	Cat# N8080234

**Critical commercial assays**		

NucleoSpin Tissue kit	MACHEREY-NAGEL	Cat# 740952.50
EpiTect Bisulfite Kit	Qiagen	Cat# 59104
EZ-ChIP	Millipore	Cat# 17-295
EpiQuik Chromatin Accessibility Assay Kit	Epigentek	Cat# P-1047-48

**Deposited data**		

Mouse IRI scRNA	CINCINNATI CHILDREN'S HOSPITAL MEDICAL CENTER	https://research.cchmc.org/PotterLab/scIRI/
Microarray data	Gene Expression Omnibus database	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi Accesion number GSE168535

**Experimental models: Cell lines**		

HK-2 cells	ATCC	Cat# CRL-2190, RRID:CVCL_0302

**Experimental models: Organisms/strains**		

C57BL/6J	Sankyo Laboratories	N/A

**Oligonucleotides**		

See Table S2	This paper	N/A

**Recombinant DNA**		

Slc12a6 (NM_133648) Mouse Tagged ORF Clone	ORIGENE	Cat# MR226241
pCMV-SPORT6-KAT5	RIKEN Center for Life Science Technologies	Cat# HGX056147
pCMV-SPORT6	RIKEN Center for Life Science Technologies	N/A

**Software and algorithms**		

Photoshop CC 2018 software	Adobe	N/A
Statview 5.0	SAS Institute	N/A

### Resource availability

#### Lead contact

Further information, requests, and inquiries should be directed to and will be fulfilled by the Lead Contact, Kaori Hayashi ().

#### Materials availability

The study did not generate new unique reagents.

### Experimental model and subject details

#### Ischemic reperfusion models

Ischemic reperfusion was performed in 8-week-old male C57BL/6J mice obtained from Sankyo Laboratories (Tokyo, Japan) by clamping the bilateral renal arteries for 30 minutes followed by reperfusion. Briefly, mice were anesthetized with ketamine/ xylazine (100/10 mg/kg) i.p. injections and placed on a heating pad to maintain body temperature. Both renal pedicles were clamped for 30 minutes followed by reperfusion, which was confirmed visually upon release of the clamps. As a control, sham-operated animals were subjected to the same surgical procedure except for clamping of the renal pedicles. After the wounds were closed, the mice were kept on the heating pad until they regained consciousness.

#### Generation of PT cell-specific KAT5 knockout mice

The generation of KAT5^flox/flox^ mice has been described previously (Hishikawa et al., 2019). The accession no. of the KAT5 (loxP) mouse is CDB1329K (http://www2.clst.riken.jp/arg/mutant%20mice%20list.html). γGT-cre mice were generously provided by Eric Nelson at Vanderbilt University School of Medicine (Jackson Laboratory). Proximal tubular cell-specific *KAT5* knockout (KO) mice were produced by crossing KAT5^flox/flox^ mice on a C57BL/6J background with γ-GT-Cre mice. γ-GT-Cre mice on a C57BL/6J background have demonstrated proximal tubular cell-specific Cre recombinase activity (Ranganathan et al., 2014).

#### Human kidney samples

Kidney samples were obtained from patients with minor glomerular abnormalities (MGAs), depending on kidney biopsy findings with basal techniques, including light microscopy. The AKI group included patients diagnosed clinically and pathologically, with tubular injury recognized by skilled pathologists. Characteristics of the subjects are shown in Table S1. Biopsy samples were with informed consent from the patients and in accordance with the Declaration of Helsinki.

#### Cell lines

HK-2 cells, human immortalized proximal tubular epithelial cells (ATCC, CRL-2190™) were maintained at 37°C with 5% CO2 in keratinocyte serum-free medium (Keratinocyte-SFM, Gibco Life Technologies), supplemented with epidermal growth factor (EGF; 5 ng/ml) and bovine pituitary extract (40 pg/ml).

#### Study approval

All animal studies were performed in accordance with the animal experimentation guidelines of Keio University School of Medicine and RIKEN, and the protocols were approved by the Laboratory Animal Center of Keio University School of Medicine and the Institutional Animal Care and Use Committee of RIKEN Kobe Branch. For the human studies, biopsy samples were obtained from renal biopsies at Keio University Hospital with informed consent from the patients and in accordance with the Declaration of Helsinki, approved by the Ethics Committee of Keio University School of Medicine (approval number: 20180159).

### Method details

#### Biochemical studies

Mice were housed in a pathogen-free environment under controlled conditions (temperature 20-26°Cm humidity 40-70%, light/dark cycle 12h/12h). For urine collection, mice were individually housed in metabolic cages for 24 hours. Urinary Cr levels and serum Cr, UN levels were measured enzymatically using an automated chemistry analyzer (LSI Medience, Tokyo, Japan). Urinary adenosine levels were measured using adenosine deaminase followed by a multistep enzymatic approach (Adenosine Assay Kit; Abcam).

#### Histological studies

The kidneys were removed, fixed in 4% paraformaldehyde and then embedded in paraffin blocks. Paraffin sections were stained with periodic acid-Schiff (PAS), Masson trichrome (MT) or a combination of KAT5, KCC3 or γH2AX and AQP1 antibodies, followed by incubation with a secondary antibody for immunofluorescent staining. Stained paraffin sections were photographed using a laser confocal microscope (LSM710; Zeiss), and five ×20 field images were acquired and quantified using color channel analysis and pixel counting using Photoshop CC 2018 software (Adobe) as previously described (Hayashi et al., 2014). The mean value of the control samples was assigned an arbitrary unit of 1. Tubular injury was scored as previously described (Coca et al., 2012; Kang et al., 2001), according to the following scoring system: 0: no tubular injury; 1: ≤10% of tubules injured; 2: 11%–25% of tubules injured; 3: 26%–50% of tubules injured; 4: 51%–74% of tubules injured; and 5: ≥75% of tubules injured.

#### PT cell isolation

PT cells were isolated by means of a previously described protocol with modifications (Legouis et al., 2015). Briefly, following endothelial cell depletion using the anti-CD31 antibody (BL102503; Biolegend), PT cells were isolated from minced murine kidneys using magnet-activated cell sorting with an anti-Prominin1 antibody (Miltenyi Biotec).

#### Gene transfer experiments

The KCC3 expression plasmid (MR226241; ORIGENE) or control vector (1 mg/kg) was administered systemically by rapid tail vein injection, as previously described, for hydrodynamics-based *in vivo* gene transfer (Bu et al., 2011; Hayashi et al., 2014; Hishikawa et al., 2019).

The plasmid was administered just before the ischemic reperfusion.

#### Cell treatment

HK-2 cells, human immortalized proximal tubular epithelial cells (ATCC, CRL-2190™) were used in *in vitro* studies. To induce proximal tubular cell damage, ATP depletion was performed using antimycin A (AMA, Sigma) by means of a previously described protocol (Yoshino et al., 2003). A confluent monolayer of HK-2 cells was incubated in PBS with 1.5 mM CaCl_2_, 2 mM MgCl_2_, and 1 μM AMA for 60 minutes. During the recovery phase after the injury, cells were repleted with ATP by incubation with regular growth medium. Cellular ATP levels were determined with a luciferase-based assay kit (Sigma). pCMV-SPORT6-KAT5 and pCMV-SPORT6 were purchased from the RIKEN Center for Life Science Technologies (Hyogo, Japan) and transfected into cultured HK2 cells using Lipofectamine (Invitrogen) according to the manufacturer’s instructions. For KAT5 knockdown experiments, commercially synthesized siRNA oligonucleotides (Invitrogen, listed in Table S2) and control siRNA (HiGC; 12935-400) were transfected into cultured HK2-cells using Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s instructions.

#### Real-time quantitative PCR, PCR array and microarray

Following extraction of mRNA from the kidney cortex, isolated PT cells or HK-2 cells, gene expression was quantitatively analyzed with real-time RT-PCR by the delta–delta-cycle threshold (Ct) method (ΔΔCt) using the primers and probes described in Table S2. To determine DNA repair gene changes following IR with or without preconditioning, a PCR array (RT^2^ Profiler PCR Arrays, QIAGEN) was performed. RNA samples from isolated PT cells in wild-type mice or KAT5 KO mice were subjected to expression analysis on Clariom S mouse arrays (Affymetrix) according to Affymetrix standard protocols. The microarray gene expression data are available at the Gene Expression Omnibus database under the accession number GSE168535.

#### Western blot analysis

The kidney cortex was homogenized in RIPA lysis buffer with a protease inhibitor cocktail (Invitrogen). Proteins were resolved using sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), transferred onto polyvinylidene difluoride (PVDF) membranes and detected using the antibodies listed in key resources table.

#### Bisulfite genomic sequencing (BGS)

DNA was extracted with the NucleoSpin Tissue kit (Takara, Japan). Bisulfite conversion of fragmented purified DNA was performed using the EpiTect Bisulfite Kit (Qiagen). Bisulfite-modified DNA was amplified by PCR with BGS primers as described in Table S2. Amplified PCR products were cloned into the TA cloning vector pT7-Blue and sequenced. The analyzed murine KCC3 promoter region is presented in Figure S6A, and 5 CpGs (CpGs 1–5) were included in the region.

#### ChIP assay

The ChIP assay was performed using a commercially available kit according to the manufacturer’s instructions (EZ-ChIP; Millipore). The antibodies used for analysis are described in key resources table.

#### Chromatin accessibility

KCC3 gene promoter accessibility was determined using the EpiQuik Chromatin Accessibility Assay Kit (P-1047-48, Epigentek) following the protocol provided by the manufacturer as described previously (Hishikawa et al., 2019). Chromatin was isolated from HK-2 cells with AMA treatment and treated with a nuclease (Nse) mix. DNA was then isolated and amplified using quantitative PCR and gene-specific primers for KCC3 (listed in Table S2 and Figure S6A). Control primers were provided to determine the successful digestion of the chromatin. The fold enrichment (FE) was calculated by the ratio of amplification efficiency of the Nse-treated DNA sample over that of a control sample that was not treated with a nuclease (no Nse). The fold change in enrichment was calculated using the formula FE = 2^(NseCT – no NseCT)^ ×100%. FE% >1600% indicates that the gene region is in the opened chromatin, while FE% <400% represents that the gene region is in closed chromatin.

#### MALDI-IMS

A MALDI-quadrupole ion trap (QIT)-time of flight (TOF) mass spectrometer (iMScope: Shimadzu Corp, Kyoto, Japan) was used for data acquisition. In the current study, frozen kidney tissues were dissected and cryosections with a 10-μm thickness prepared using a cryostat (CM 3050S; Leica Microsystems, Wetzlar, Germany). Sections were thaw-mounted on indium tin oxide (ITO)- and MAS-coated slides (#SI0100M, Matsunami Glass, Osaka, Japan) and dried in silica gel-containing plastic tubes. Slides were then sprayed with 5 mg/mL 9-aminoacridine (Merck Millipore, Germany) in 80% ethanol for negative ion detection or 30 mg/mL α-cyano-4-hydroxycinnamic acid (Sigma-Aldrich, USA) in 75% methanol for positive ion detection. Mass images were acquired in positive (m/z 100-450) and negative (m/z 85-400) ion modes, with 80 laser shots per spot. Mass spectra acquired from each measurement point in a 25-μm pitch were reconstructed as two-dimensional heat maps using IMAGEREVEAL MS software (Shimadzu Corp, Kyoto, Japan). After raster scanning for IMS, sections were washed with acetone and stained with hematoxylin and eosin (HE) according to the manufacturer’s protocol (Muto Pure Chemicals, Tokyo, Japan). HE-stained slides were scanned with a virtual slide scanner (Nanozoomer-XR, Hamamatsu Photonics, Hamamatsu, Japan). The renal cortex, the outer stripes of the outer medulla (OSOM), the inner stripes of the outer medulla (ISOM) and the inner medulla (IM) were identified in each image.

### Quantification and statistical analysis

The results are expressed as the mean±SEM. Statistical comparisons were made by ANOVA followed by Scheffe’s post hoc test between more than 2 groups and by a 2- tailed Student’s t-test between 2 groups. Statistical significance was defined as P<0.05.

All statistical details of experiments can be found in the figure legends. Statview 5.0 software (SAS Institute) was used.

## Data Availability

The microarray gene expression data are available at the Gene Expression Omnibus database under the accession number GSE168535.

# Supplementary material for: DNA repair factor KAT5 prevents ischemic acute kidney injury through glomerular filtration regulation
**Source:** iScience. 2021 Nov 14;24(12):103436. doi: 10.1016/j.isci.2021.103436
**Supplement:** Document S1. Figures S1–S6 and Tables S1 and S2

Supplemental information

DNA repair factor KAT5 prevents ischemic acute kidney injury through glomerular filtration regulation

Akihito Hishikawa, Kaori Hayashi, Akiko Kubo, Kazutoshi Miyashita, Akinori Hashiguchi, Kenichiro Kinouchi, Norifumi Yoshimoto, Ran Nakamichi, Riki Akashio, Erina Sugita, Tatsuhiko Azegami, Toshiaki Monkawa, Makoto Suematsu, and Hiroshi Itoh

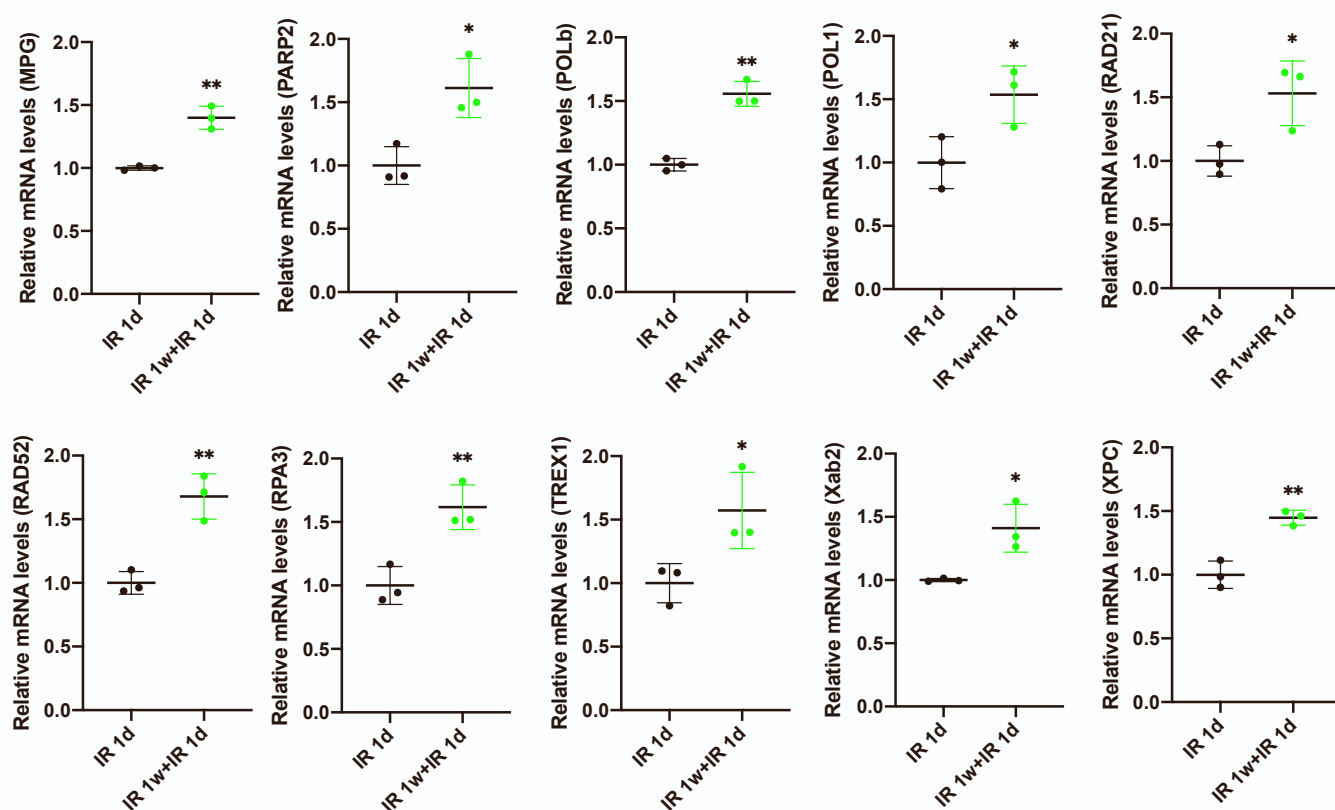

Supplementary Figure 1, related to Figure 1. Expression of DNA repair factors in the kidney cortex 24 hours after IR injury with or without preconditioning of 1 week prior to IR injury (IR1w+IR1d or IR1d, respectively), using PCR array. This figure indicates the factors with a significant increase in the preconditioning group compared with the IR group without preconditioning. The study protocol is indicated in **Figure 1A**. MPG: N-methylpurine-DNA-glycosylase, PAR: poly (ADP-ribose) , POL: DNA polymerase, TREX1:Three-prime repair exonuclease 1, Xab2: XPA-binding protein 2, XPC: xeroderma pigmentosum, complementation group C. Data represent the mean $\pm$ SEM. *: $p<0.05$, **: $p<0.01$ vs the respective groups.

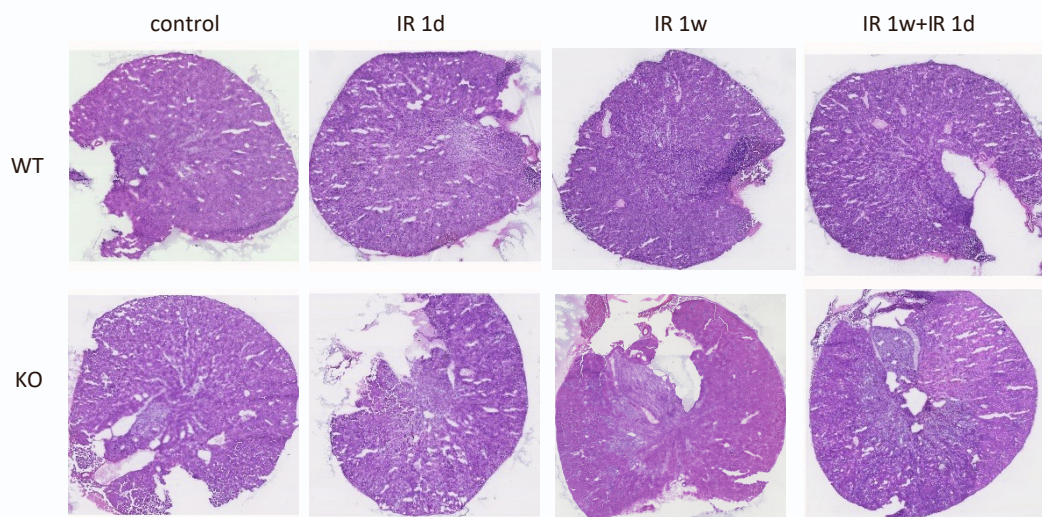

Supplementary Figure 2, related to Figure 4C. HE-stained images corresponding to Figure 4C.

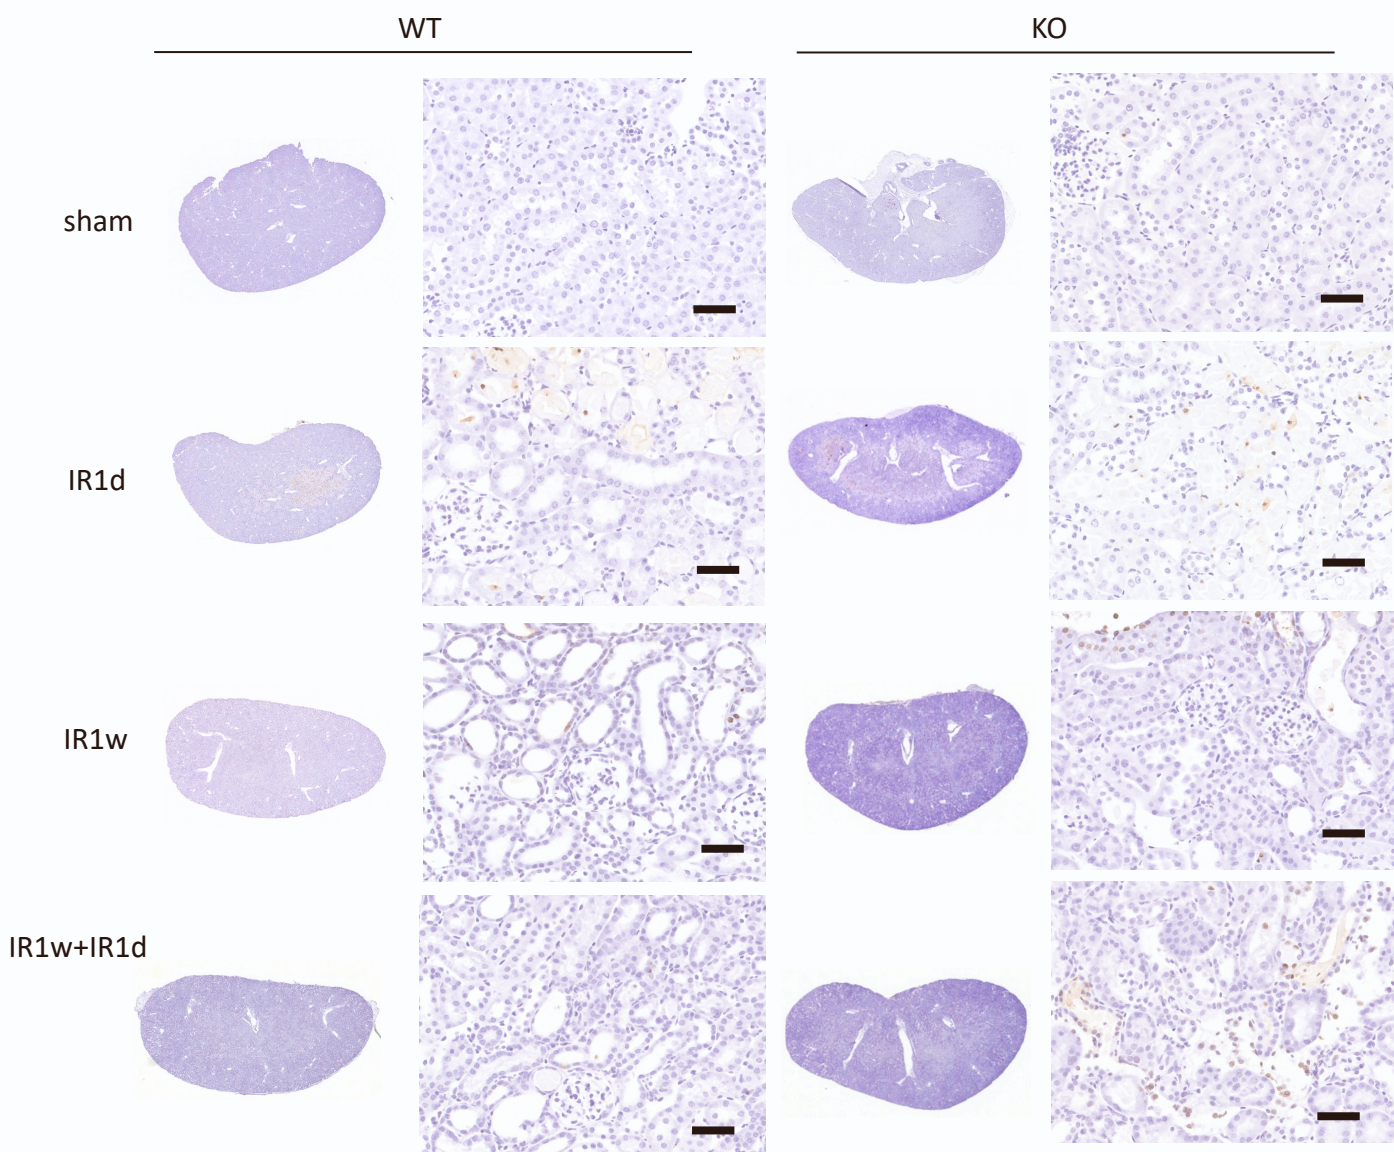

Supplementary Figure 3, related to Figure 4. Representative photomicrographs of TUNEL staining in the indicated groups as shown in **Figure 4**. Scale bar, 50 μ m.

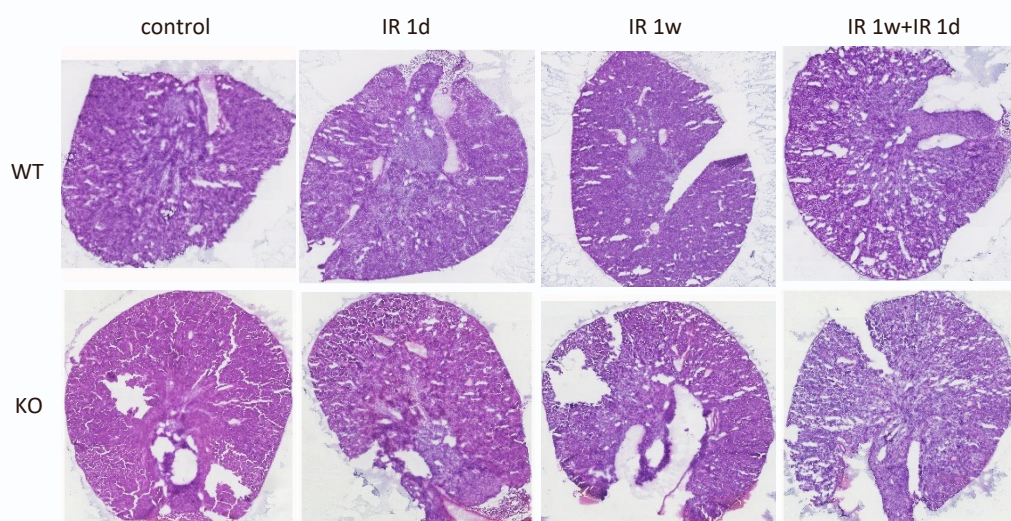

Supplementary Figure 4, related to Figure 5C. HE-stained images corresponding to Figure 5C.

Slc12a6 (KCC3)

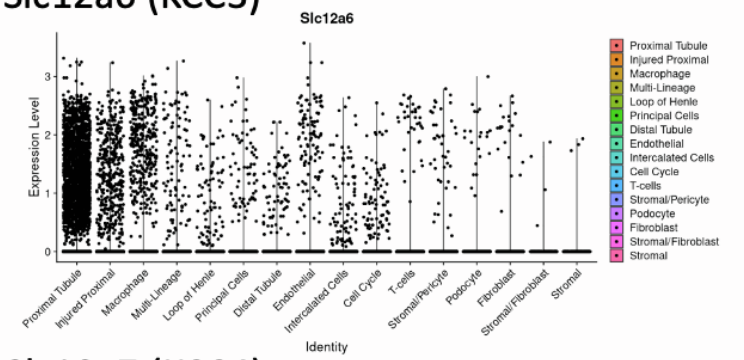

Slc12a7 (KCC4)

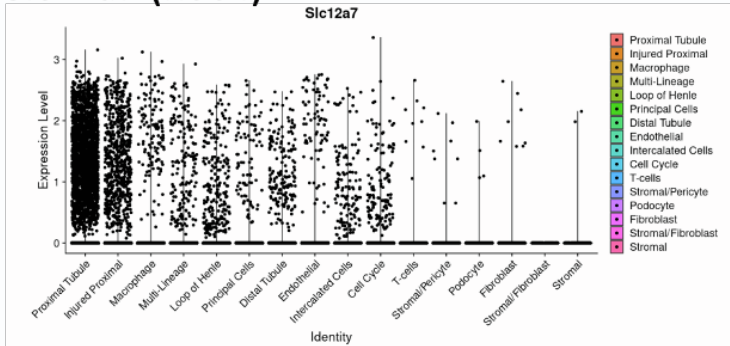

Slc26a6

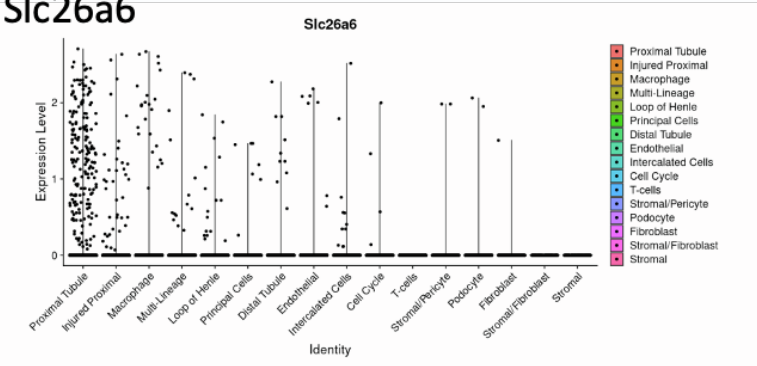

Supplementary Figure 5, related to Figure 6A. Expression of KCC3, KCC4, and Slc26a6 using a database of a single-cell analysis reported previously.

A

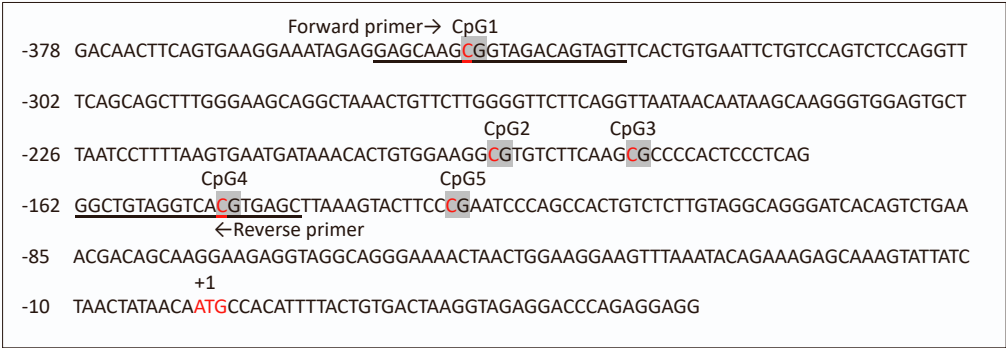

B

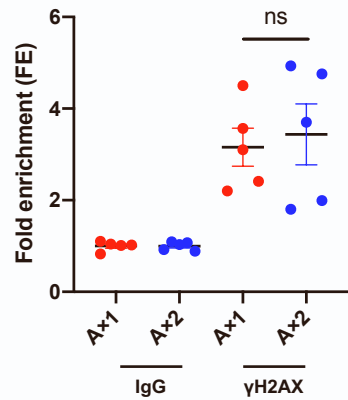

C

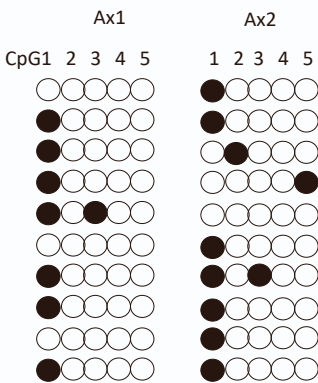

Supplementary Figure 6, related to Figure 7. (A) Maps of the KCC3 promoter region. Primers of chromatin accessibility assay and BGS and five CpG sites analyzed by BGS. (B) Quantitative ChIP assay performed using IgG and γ H2AX antibodies. Data was normalized to input fraction and the results were relative to that of IgG which was set 1. (C) BGS analysis of the KCC3 promoter region in AMA-treated HK2 cells with or without pretreatment. The columns correspond to the CpG sequences shown in **Supplementary Figure 6A**. Each row represents a single sequenced clone. Empty dots: unmethylated CpGs; black dots: methylated CpGs. Data represent the mean $\pm$ SEM.

Supplementary Table 1, related to Figure 6H, I, J. Profiles of patients with kidney biopsy

	Non-AKI (n=11)	AKI (n=3)
Age (yr)	49±4.4	68±4.6
Sex (m/f)	4/7	2/1
eGFR (ml/min/1.73 m ²)	60±7.2	25.3±3.4*
proteinuria (g/gCr)	1.74±0.90	1.96±1.00
Diabetes	2	0

*p<0.05

Non-AKI and AKI groups include patients with minor glomerular abnormalities (MGA). AKI group includes patients diagnosed clinically and pathologically, with tubular injury recognized by skilled pathologists. AKI: acute kidney injury, eGFR: estimated glomerular filtration rate.

These data are obtained at the time of biopsy. Diabetes defined as either HbA1c>6.5% or prescription of diabetic medication.

Supplementary Table 2, related to STAR Methods. Sequence of oligonucleotide primers.

Primers for genotyping KAT5^{lox/lox} mice

Name	F/R	Sequence
dPuro<br>(WT: 198 bp, lox: 478 bp)	F	GTCGCAGATACTCGGGAG
	R	GGGAGTCTTAGCCAGGGC
dNeo<br>(WT: 227 bp, lox: 392 bp)	F	CCCAGTCACCAGGAGAGC
	R	CTGCCCCGCACAGCTCAGG

Real-time PCR primers

Name	F/R	Sequence
Mouse KAT5	F	GCCTGGACGGAAGCGGAAATCTAAT
	R	AAACACTTGGCCAGAAGACACAG
Mouse KIM-1	F	ATGAATCAGATTCAAGTCTTC
	R	TCTGGTTTGTGAGTCCATGTG
Mouse NGAL	F	CTCAGAACTTGATCCCTGCC
	R	TCCTTGAGGCCAGAGACTT
Mouse KCC3	F	AGATGTCCTCAGTTCGGTTCA
	R	TCTGGCACACTTTCTCGGGA
Mouse KCC4	F	ATGCCACGAACTTTACGGTG
	R	GGGAGGTTTGATCCACGCT
Mouse Slc26a6	F	GTGGCGAACTTGGTTCCGAT

	R	AGCCATTACGCACAGGATAC
Mouse GAPDH	F	ATGGCCTTCCGTGTTCTCTAC
	R	TGATGTCATCATACTTGGCAGG
Human KAT5	F	GGGGAGATAATCGAGGGCTG
	R	TCCAGACGTTTGTGGAAGTCAAT
Human KCC3	F	TCACAGTGATGACGCACTCAA
	R	CCAAGATGGACACAATGACACA
Human GAPDH	F	TGATGACATCAAGAAGGTGG
	R	TTTCTTACTCCTTGGAGGCC

BGS/ChIP/Chromatin accessibility primers

Name	F/R	Target sequence
Human KCC3 promoter BGS	F	GCTCACGTGACCTACAGCC
	R	GCTCACGTGACCTACAGCC

siRNA oligonucleotides

Name	Sequence
KAT5 stealth RNAi (NM_006388.2 #2)	CCGGATGAAGAACATTGAGTGCATT

How the deposited data were processed for this re-analysis (not part of the article)

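Gene expression was measured in PT cells isolated from wild-type mice and from KAT5 KO mice, with 1 Clariom S mouse array for each genotype. The authors processed both arrays with RMA in the Transcriptome Analysis Console and deposited log2 levels of 28846 probe sets. The labels and the paper's text do not name the version of either. That the values are on the log2 scale was checked from their range, from 1.33 to 19.93 on the wild-type array and from 1.47 to 19.93 on the KAT5 KO array.

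Probe sets were joined to genes by the platform's gene symbols. Of the 28846, 19572 carried the symbol of 1 gene, 0 carried several, and 9274 carried none, of which 94 were controls, and these were left out. All 19572 gene numbers were found in a RefSeq table, and 0 symbols differed from it. Levels were averaged over probe sets for the 55 genes with more than 1. For 5 of these the probe sets differed by more than 1 in their log2 difference, and for 1 they lay 2-fold or more in opposite directions.

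The difference was KAT5 KO minus wild-type on the log2 scale. The background level of 5.13 was the higher of the 95th percentiles of 1462 receptor genes on the arrays, and levels below it were raised to it. A gene was measured when it lay above this level on at least 1 array, which held for 11651 genes. Of these, 10088 lay above it on both arrays, 918 on the wild-type array only and 645 on the KAT5 KO array only. For genes above it on 1 array only, the difference is a lower bound, given as at least N-fold. At 2-fold or more, genes were counted as higher or lower. Over all probe sets, Pearson's r between the arrays was 0.921, across genes, which are not independent replicates.

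For each of 42 gene lists, the median difference of the measured members was placed among the medians of 10000 random lists drawn from measured genes in 20 bins of mean level, with a fixed seed. A list stood apart below the 2.5 or above the 97.5 percentile. Random lists treat genes as independent of each other, which members of a pathway or cell type are not, so the percentile describes a list and is not a p-value. Of the lists, 9 stand for the terms in Figure 5A and 11 for cell types other than the PT. The lists for Figure 5A were written from the names of the terms, since the paper's text names neither the tool nor the gene sets of its gene ontology analysis. The genes named are those the paper names, the 15 with the largest positive and the 15 with the largest negative difference among genes above background on both arrays, the 5 largest in each direction among genes above background on 1 array only, and in each list up to 5 members in each direction, taken from the largest. Predicted and unnamed genes were passed over. Genes of the tests on brush border, leukocyte and X-linked genes were added outside this rule.

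With 1 array per genotype, no spread between animals could be estimated and no array could be left out in turn. The alternatives tried were centring each array on its median, quantile normalization of the arrays to each other, removal of a loess trend of the difference on the mean level (span 0.3), a background level from the 99th percentile of the receptor genes or from the median of all probe sets, no background level, the brightest probe set of each gene, thresholds of 1.5-fold and 3-fold, the mean in place of the median, random lists matched in 5 bins or not matched, and lists without PT markers, relative to the PT markers, without genes shared between lists, or without Cyp genes. The background level was computed again after each scaling. The steps were tested on simulated arrays with known differences. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Ggt1, Trex1, Trp53, Adora1, Xist and Ddx3y carried no symbol among the joined probe sets and are not analysed here.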

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

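The test of a shift by normalization in the first pattern was chosen after the result was seen, as were, in the third pattern, the test for S2 and the resampling of genes. The leukocyte genes were chosen after the first pattern, but before their own values, had been seen. Each result here concerns lists that the paper does not analyse on the arrays, whose median lay outside the central 95% of random lists, or, for Y-linked genes, levels that differ from the sex on the labels.

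PT genes were higher and genes of other kidney and immune cells were lower on the KAT5 KO array. The median difference was 6.44 for PT markers and 4.08 for gluconeogenesis. It was also positive, at 2.16, for the respiratory chain and citrate cycle, a list with 0 genes among the PT markers. Against these stood -3.12 for the loop of Henle, -1.67 for the distal convoluted tubule, -1.44 for principal cells and -1.85 for intercalated cells of the collecting duct. The median was -1.27 for endothelial cells, -0.92 for fibroblasts and mural cells, -1.79 for myeloid cells, -1.19 for neutrophils and -1.29 for lymphocytes. If loss of KAT5 in preparations of equal purity were behind this pattern, genes expressed across leukocytes would be level between the arrays. Of 18 such genes in none of the lists, among them Coro1a, Rac2 and Itgb2, 17 were 2-fold or more lower and 0 were higher, with a median of -2.42. Immune markers had already been seen to be lower, so these genes repeat that result outside the lists and are not a separate test of purity. A shift of all other genes by the authors' normalization would lower DNA repair genes, which most cells express, much as it lowers markers of other cell types. The 159 such markers above background on the wild-type array had a median of -1.51, but the median of the 73 DNA repair genes was -0.23. Ribosomal protein genes, which all cells express, were lower (-1.19). Removing the trend of the difference on level brought these to -0.57, still apart on the lower side, at the 1.3 percentile of random lists. It left PT markers at 6.74 and the 9 lists of other cell types above between -2.99 and -0.95. On the wild-type array, the median level was 6.61 for the DNA repair list and 15.35 for ribosomal protein genes. The DNA repair genes therefore argue against a shift of all genes alike. A shift of highly expressed genes stays open for the ribosomal protein genes. With the trend on mean level removed, PT markers and the lists of other cell types still lay apart in opposite directions. Those values argue against a shift with mean level alone behind the split between them. If the preparations held different mixes of cell types, structural genes of the PT brush border, which belong to none of the terms in Figure 5A, would be higher too, and 8 of 9 were 2-fold or more higher, with a median of 2.10, above 99.96% of random lists, as they would also be if loss of KAT5 raised PT genes in general. A different mix of cell types may account for the lower genes of other cells, although the cells were sorted by depletion of CD31-positive endothelial cells and selection for Prominin1, and how much of the higher PT genes goes with the mix and how much with KAT5 stays open, since the mix and the genotype differ between the same 2 arrays.

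Y-linked genes were at background on the KAT5 KO array, although both samples are labelled male. Uty was at 9.84 on the wild-type array and 3.42 on the KAT5 KO array, a difference of -4.71 or lower against the background level, and the difference was -4.98 or lower for Eif2s3y and -2.55 or lower for Kdm5d. If a different mix of cell types were behind this, the X-linked partners Kdm5c, Kdm6a and Eif2s3x would be lower too, by an amount set in advance, but their median difference was 1.19. RNA of female mice on the KAT5 KO array would bring higher levels of X-linked genes that escape inactivation, and the median of Kdm5c, Kdm6a, Eif2s3x and Ddx3x was 0.86, from 0.12 for Kdm6a to 1.20 for Eif2s3x. RNA of female mice may account for the Y-linked genes, although 2067 genes were 2-fold or more higher on that array, and no biological explanation was tested.

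Genes of the S1 segment were further apart between the arrays than genes of S2 and S3, with medians of 6.72 for S1, 3.90 for S2 and 3.51 for S3, while androgen-responsive kidney genes had a median of 1.91 and Kap, an androgen-dependent PT gene, a difference of -4.46. The lists of S2 and S3 were tested for genes that are higher in males. Of 15 measured S3 genes only 1 was androgen-responsive (Slc5a8, higher by 6.63), and it lay above the list's median. The S3 median without it was 3.11, or 3.61 below that of S1 (1.40 to 6.10 on resampling). So the androgen-responsive genes listed here do not lower the median of the measured S3 genes. Cyp7b1 and Slc7a13, which are on both lists, lay under the background level on both arrays. They were not among the 15 genes, so the test does not cover them. For S2 the median without androgen-responsive genes was 6.77 over 6 genes. Whether those genes account for the gap to S1 cannot be told from so few genes. The gap of -0.05 ranged from -2.85 to 5.18 on resampling. The paper states that γGT, used for the Cre of the KO, is intensely expressed in S3, and a bearing of this on the gap stays open as an untested biological explanation.

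Genes of tubule injury had a median difference of -1.19, with 22 of 40 lower and 3 higher. The median was 1.41 for NRF2 targets. For genes induced by tissue dissociation, such as Egr1 and Zfp36, it was -1.27. It was -1.07 for the interferon response and -1.02 for inflammatory signals. Ribosomal protein genes had a median of -1.19, with 21 of 35 lower and 0 higher, and cell cycle genes a median of -0.55. On the same array, PT markers were higher (median 6.44), and the markers of myeloid cells, lymphocytes, endothelial cells and the collecting duct given above were lower.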

How the results depend on the processing

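Leaving out genes at the highest value, and leaving out the genes in lists of PT markers and other cell types, were chosen after seeing the data. They gave 2066 higher and 1850 lower genes, and 1998 and 1751. Kat5 kept its direction and its side of 2-fold under each alternative run for it, from -1.68 to -1.44. Over the named genes of all lists and tests, 2370 of 2404 values kept their side of 2-fold, 28 came to lie within 2-fold and 6 came to lie beyond it. Of the median differences of the lists for Figure 5A and of PT markers, 120 of 138 values kept their direction and call, and of the other lists 379 of 384. Genes above background on 1 array only (918 and 645) give bounds, and the 11 named genes at the highest value were treated as bounds.

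By construction, a 1.5-fold threshold gave 3102 higher and 3132 lower genes, and a 3-fold threshold 1245 and 917. Relative to the median of the PT markers, without them, every list for Figure 5A was negative, at -2.99 for redox enzymes, -4.24 for β-oxidation, -5.51 for lipid metabolism, -4.69 for glutathione metabolism, -4.67 for glucuronidation, -6.74 for ion channels, -6.52 for inorganic ion transporters, -5.26 for sodium-coupled transport and -3.78 for organic solute transport, since the PT markers were higher than each of them. For the changes in the rest of this paragraph the cause was not tested. Ion channels came to stand apart, on the lower side, with each array centred (-0.24) and against random lists not matched on level (-0.30), and their mean was positive (0.033). Inorganic ion transporters were positive with centred arrays (0.074), quantile normalization (0.0056), the trend removed (0.068), background at the 99th percentile (0.10) or at the median of all probe sets (0.048), and by their mean (0.46). PT regulators were at -0.018 with no background level and also without PT markers. Podocyte genes came to stand apart with no background level (-0.55) and had a positive mean (0.15), and DNA repair genes had a positive mean (0.012).

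Counts of members moved by more than 1.5 times in 51 of 840 values. With quantile normalization, 4 TIP60 complex genes were lower. With the trend removed, 1 DNA repair gene and 10 ribosomal protein genes were lower. With either higher background level, 1 gene of glutathione metabolism, 0 of glucuronidation and 3 of the cell cycle were lower. With no background level, lower genes numbered 3 in S2, 4 among androgen-responsive genes, 5 in DNA repair and 11 in fibroblasts and mural cells. At 1.5-fold, lower genes numbered 10 in lipid metabolism, 5 in glutathione metabolism, 1 in gluconeogenesis, 12 in DNA repair, 5 in the TIP60 complex, 7 among PT regulators, 10 in the cell cycle, 5 in podocytes, 11 in fibroblasts and mural cells and 2 in red blood cells, and higher genes 2 among chloride transporters, 17 in DNA repair, 1 in the TIP60 complex, 2 among inflammatory signals and 2 in myeloid cells. At 3-fold, lower genes numbered 1 among redox enzymes, 3 in lipid metabolism, 1 in glutathione metabolism, 0 in glucuronidation, 7 in organic solute transport, 14 in tubule injury, 1 in DNA repair, 1 in the TIP60 complex, 3 in adenosine handling, 1 among NRF2 targets, 2 in the unfolded protein response, 1 in the cell cycle, 11 in the interferon response, 7 among inflammatory signals, 5 among ribosomal proteins, 8 in endothelial cells, 1 in podocytes, 3 in neutrophils and 4 in lymphocytes, and higher genes 2 among p53 targets, 1 in DNA repair, 0 in myeloid cells and 0 in red blood cells.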

Differences from the paper's values

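The paper gives the expression of KAT5 in isolated PT cells of KO mice as 10% to 20% of wild-type mice. On the arrays, Kat5 on the KAT5 KO array was at 34.8% of its level on the wild-type array. This differs by more than 1.5 times from both ends of the paper's range, and none of the alternatives set before the data were examined brings it within that distance. The value was 37.0% with each array centred on its median, 31.3% with quantile normalization, 36.3% with the trend on level removed, and 34.8% with the other background levels, with no background level and with the brightest probe set. The bar for Kat5 mRNA stands at about 28% in Fig. 3A, read by eye, from which the array value differs by less than 1.5 times. The paper's values come from RT-PCR and western blots. Its RT-PCR used the delta-delta-cycle threshold method, and primers for GAPDH are among those it lists. The array value is not relative to a reference gene, and Gapdh was higher by 2.12 on the KAT5 KO array. Relative to Gapdh, Kat5 would lie lower than 34.8%, so the distances from the range and from the bar depend on the reference. Where the array's Kat5 probes lie relative to the deleted exons is not known here, so the array value does not measure the loss of the deleted part alone. PT markers (median 6.44) and genes of other cell types, such as the loop of Henle (-3.12), also differed between the arrays. The array value therefore cannot be read as the loss of Kat5 within PT cells.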

Other observations

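Genes of DNA repair, the process in which the paper places KAT5, were mostly level between the arrays. Of 80 measured, 6 were 2-fold or more higher, 2 were lower and 72 lay within 2-fold, with a median difference of -0.13. Xrcc5, a subunit of the Ku heterodimer of end joining, was higher by 3.25, and Mre11a, the nuclease of double-strand break resection, differed by -1.68 and the replication clamp Pcna by -1.19. Of the repair genes in the paper's figures, Atm differed by 0.42, H2ax by -0.58, Parp2 by -0.57, Polb by -0.33, Pold1 by 0.13, Poli by -0.08, Rad21 by -0.55, Rpa3 by 0.16, Xab2 by -0.44 and Xpc by -0.46, and Mpg and Rad52 were under the background level on both arrays. Other members of the TIP60 complex, to which KAT5 belongs, had a median of -0.35 over 16 genes, of which 1 was 2-fold or more lower (Epc2, -1.61) and 0 were higher, and with Kat5 the median was -0.39, inside the range of random lists. The p53 targets had a median of -0.22, with 4 of 27 higher and 6 lower.

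Of 32 transcription factors of the PT, 11 were 2-fold or more higher, 3 were lower and 18 lay within 2-fold, with a median of 0.03. Hnf4a, a master regulator of the mature PT, was higher by 6.30, Ppara, which drives fatty acid oxidation, by 5.43, and the bile acid receptor Nr1h4 by 5.06, while Bcl6 differed by -1.60. Among genes that handle adenosine, the mediator of tubuloglomerular feedback in the paper, 12 of 27 were higher and 6 were lower (median 0.73, above 99.8% of random lists), on arrays where PT markers had a median of 6.44 and markers of myeloid cells -1.79. Alkaline phosphatase Alpl was higher by 7.63 and the ectonucleotidase Enpp3 by 5.12, whereas Entpd1, which degrades extracellular ATP, differed by -3.00 and the nucleoside transporter Slc29a1 by -2.16. The unfolded protein and integrated stress response had a median of 0.14, with 9 of 31 higher and 6 lower. The median was -0.49 for 13 podocyte genes, -0.50 for 4 red blood cell genes and -1.15 for 2 genes of adrenal and fat tissue, all inside the range of random lists.

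The paper measured chloride transporters and injury markers by RT-PCR in kidney cortex, which is another sample than isolated PT cells. There it reports lower KCC4 (Slc12a7) and higher NGAL (Lcn2) and KIM-1 (Havcr1) in KAT5 KO mice. On the arrays, Slc12a7 was higher on the KAT5 KO array by 1.77, from 9.48 to 11.25, and Slc26a6 by 0.75, which gives the list of these transporters a median of 1.26. Lcn2 differed by -3.08, from 8.35 to 5.27. Havcr1 was under the background level on both arrays, at 3.13 and 4.60. On the same arrays, PT markers had a median of 6.44 and Gapdh was higher by 2.12, both more than Slc12a7. Genes of principal cells (-1.44), myeloid cells (-1.79) and neutrophils (-1.19) were lower. The differences of Slc12a7, Slc26a6 and Lcn2 therefore do not measure a change within PT cells.

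Aqp1 and Prom1, which the paper uses to mark and to isolate PT cells, were higher by 4.29 and 4.67. Gapdh was higher by 2.12, Pecam1 differed by -0.73 and Mki67 by -1.59. Actb was at the highest value on the wild-type array and differed by -0.30 or, if that value is a ceiling, lower. The largest differences of all on the higher side, beside those of Cyp4a14 and Pck1, were in Dnase1 (11.40), and on the lower side in the calcium-sensing receptor Casr (-4.88), the oxoglutarate receptor Oxgr1 (-4.87) and the interferon-inducible Ifi207 (-4.67), among genes above background on both arrays. At 16-fold or more, 334 genes were higher and 18 were lower.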
